# Transformation of normal cells by aberrant activation of YAP via cMyc with TEAD

**DOI:** 10.1038/s41598-019-47301-6

**Published:** 2019-07-29

**Authors:** Masazumi Nishimoto, Kousuke Uranishi, Masamitsu N. Asaka, Ayumu Suzuki, Yosuke Mizuno, Masataka Hirasaki, Akihiko Okuda

**Keywords:** Cancer, HIPPO signalling

## Abstract

YAP (also known as YAP1 or YAP65) is a transcriptional coactivator that interacts with a number of transcription factors including RUNX and TEAD and plays a pivotal role in controlling cell growth. *YAP* is classified as a proto-oncogene. However, the mechanism by which activated YAP induces cancerous changes is not well known. Here we demonstrate that overexpression of YAP in NIH3T3 cells was sufficient for inducing tumorigenic transformation of cells. Mechanistically, YAP exerts its function in cooperation with the TEAD transcription factor. Our data also show that cMYC is a critical factor that acts downstream of the YAP/TEAD complex. Furthermore, we also found that aberrant activation of YAP is sufficient to drive tumorigenic transformation of non-immortalized mouse embryonic fibroblasts. Together our data indicate that YAP can be categorized as a new type of proto-oncogene distinct from typical oncogenes, such as *H-RAS*, whose expression in non-immortalized cells is tightly linked to senescence.

## Introduction

Tumorigenic transformation of normal cells is defined by three criteria: liberation from cell-to-cell contact-mediated growth inhibition, the ability for constant growth under low nutrient conditions, and anchorage-independent growth^1–3^. In normal cells, cell-to-cell contact induces cell cycle arrest, and previous studies demonstrated that inactivation of the YAP transcription factor is central in this process^4,5^. YAP was originally cloned as a Yes-associated protein from chicken^6^. Although the biological and biochemical properties of YAP were initially unknown, genetic analyses with *Drosophila* revealed that YAP (the *Drosophila* homologue is Yorkie) is an important transcriptional regulator of cell growth that is controlled by the Hippo pathway^7^. The Hippo pathway is an evolutionarily conserved signal cascade that is involved in restricting the proliferation of normal cells^8^. In response to cell-cell interaction, e.g., mediated by hemophilic binding of E-cadherin, YAP is phosphorylated by LATS1/2, which are critical kinases in the Hippo pathway. Phosphorylated YAP is retained in the cytosol due to its interaction with 14-3-3 and thus cannot localize in the nucleus. Phosphorylated YAP is recognized by β-TrCP and eventually degraded by SCF ubiquitin ligase-mediated proteolysis^9^. Cell quiescence induced by low serum conditions is achieved by a similar mechanism, in which LATS1/2 is activated by a G-protein-coupled receptor and phosphorylates YAP to target it for ubiquitin-dependent proteolysis^10^.

The YAP transcriptional activator interacts with numerous transcription factors including TEAD1–4^11^, RUNX^12^, KLF4^13^, p73^14^ and TBX5^15^. However, the molecular mechanisms underlying YAP-dependent cell proliferation and cellular transformation remain elusive. Recent chromatin immunoprecipitation-sequence analyses in a human breast cancer cell line demonstrated that the YAP/TEAD complex binds to regions close to the AP-1 binding site in the promoters of genes important for cell cycle progression^16^. These data suggested that YAP associates with TEAD transcription factors and cooperates with the c-Jun/c-Fos complex, at least in part, to exert cellular transformation-inducing activity. Another study demonstrated that the TBX5/YAP complex is involved in colon cancer formation in cooperation with the Wnt signalling cascade^15^. *Drosophila* studies provided further insights into the function of YAP, demonstrating a significant cross-talk between the Hippo signalling cascade and AKT kinase activity^17^. This link was also biochemically demonstrated using the human mammary epithelial fibrocystic disease cell line MCF10A^18^.

The AKT kinase plays a critical role in regulating cell proliferation (reviewed by Manning and Toker 2017^19^ and references therein). Phosphorylation of AKT induced by PI3K activates AKT, and the activated AKT then phosphorylates and inactivates numerous negative regulators of cell proliferation such as FOXO, GSK-3β, and TSC2, leading to cell cycle progression. AKT also promotes cell proliferation by inducing biosynthetic processes through activation of the mTORC1 complex.

Here, we explored the molecular mechanisms by which YAP exerts its transformation-inducing activity and the potential involvement of AKT in this process. Our data show that aberrant activation of YAP is sufficient for inducing tumorigenic transformation of NIH3T3 cells. However, overexpression of YAP did not lead to AKT activation as previously observed with MCF10A cells. Impairment of either YAP or AKT activities did not significantly impact the cell proliferation rate, presumably because of a compensatory role between these two factors when cells are almost free from cell-to-cell contact with neighbouring cells. However, when cells are under dense conditions with abundant cell-cell interactions, AKT is inactivated and cell growth is solely dependent on YAP activity. Our data further revealed that the TEAD transcription factor is crucially involved in this cellular activity of YAP. We also conducted these analyses with mouse embryonic fibroblasts (MEFs), which are non-immortalized normal cells, and found that, similar to NIH3T3 cells, aberrant YAP activation alone is sufficient for inducing tumorigenic transformation in these non-immortalized cells.

## Results

### Overexpression of wild-type YAP or mutant YAP refractory to regulation by the Hippo pathway causes tumorigenic transformation of NIH3T3 cells

Development of cancer is a multistep process, and immortalization is a critical step for tumorigenic transformation. To analyse the role of YAP in tumorigenic transformation, we used NIH3T3 cells. Although NIH3T3 cells are categorized as normal cells, these cells spontaneously transformed into immortalized cells, and acquisition of this phenotype is ascribed to the loss of *Ink4A* and *Ink4B* genes^20^. One advantage in using the NIH3T3 cell line is that we could focus on tumorigenic transformation without the need of factor for immortalization. YAP nuclear localization is required for its ability to promote cell proliferation, and Hippo pathway activation inhibits YAP activity by retaining its localization in the cytosol. In normal cells, including immortalized cells such as NIH3T3 cells, cell-to-cell contact and/or low nutrition conditions are accompanied with activation of the Hippo pathway, leading to cell cycle arrest. We hypothesized that forced expression of YAP in NIH3T3 cells, resulting in dominance of YAP activity over the Hippo pathway, may lead to tumorigenic transformation of NIH3T3 cells.

To address this hypothesis, we stably introduced expression vectors for wild-type YAP in NIH3T3 cells. We also generated stable cell lines expressing the stabilized mutant form of YAP (mtYAP), in which serine at amino acid 112, the residue phosphorylated by the Hippo pathway kinase LATS1/2^21^, was substituted with alanine. Consistent with our hypothesis, we found that NIH3T3 cells overexpressing YAP or mtYAP showed continuous growth even after cells reached confluence (Fig. 1a). The continuous growth of NIH3T3 cells overexpressing either YAP or mtYAP was further supported by the higher frequency of overlay among neighbouring cells (Fig. 1b) and higher number of phospho-histone H3 (ser10)-positive cells compared with control NIH3T3 cells (Supplementary Fig. 1).

**Figure 1:**
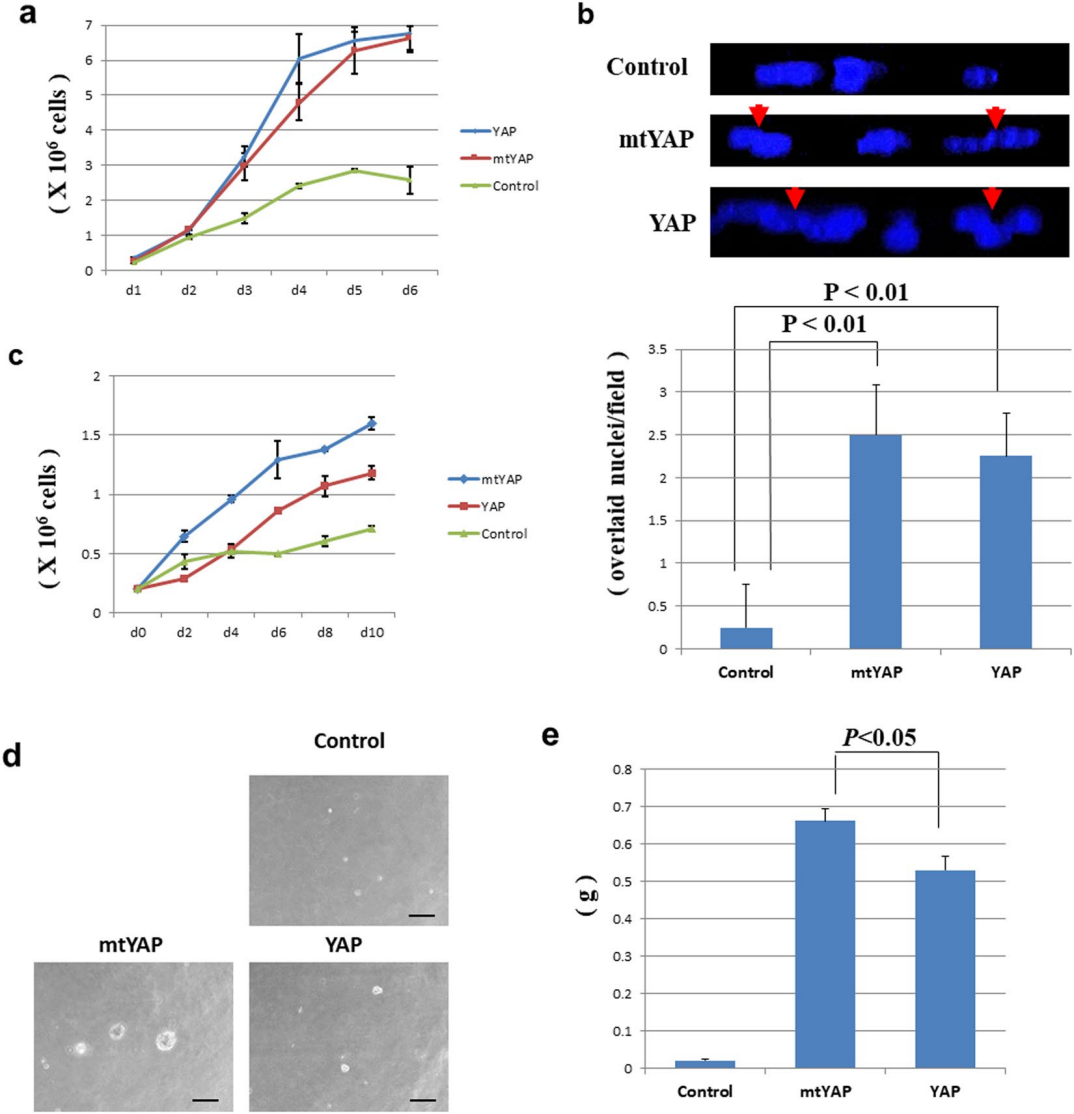
Transformation of NIH3T3 cells by overexpression of wild-type YAP (YAP) or the mutant form (mtYAP). (**a)** Growth curve of NIH3T3 cells stably overexpressing YAP or mtYAP and controls. One hundred thousand cells were plated at day 0 in 10 cm tissue culture dishes. (**b)** Increased overlay of neighbouring cells upon overexpression of YAP. Upper panels: DAPI staining of the indicated cultured cells. Red arrowheads indicate incidences of overlay. Lower panel: quantification of incidence of cell overlay. Overlay events were counted in a region (100 nm on a slide) of cells under a fluorescent microscope. Data were obtained from three independent experiments in which 16 portions were inspected randomly with each sample. (**c)** Cell growth of control NIH3T3 cells and cells stably overexpressing YAP or mtYAP under low nutrient conditions. Growth curves of the indicated cells cultured under low nutrient condition (1% serum). (**d)** Anchorage-independent growth of control NIH3T3 cells and cells stably overexpressing YAP or mtYAP in agarose. The scale bar indicates 100 μm. (**e)** Tumour formation assay. Control NIH3T3 cells or cells stably overexpressing YAP or mtYAP were subcutaneously injected in immune-compromised mice (n = 3). After 4 weeks, tumours were recovered and weighed. Data represent mean ± SD from three independent experiments. Levels of significance were examined by one-way ANOVA.

Next, we examined the effect of forced expression of YAP and mtYAP on NIH3T3 cells cultured under low nutrition conditions. We found that both YAP and mtYAP enabled NIH3T3 cells to grow continuously even under low nutrition conditions (Fig. 1c). Notably, unlike cells cultured in normal culture conditions, cells overexpressing mtYAP showed a more marked increase in growth under low nutrient conditions compared with cells expressing wild-type YAP (Fig. 1c), suggesting that larger amounts of functional YAP protein, i.e., nuclear localized YAP, are required for counteracting the low nutrition-directed cell cycle arrest compared with the counteraction of cell cycle arrest directed by cell-cell interaction under normal nutrition conditions. To eliminate the possibility that the reduced effects of wild-type YAP under low serum conditions compared with normal culture conditions (10% serum) reflected differences in YAP protein levels between these two culture conditions, we conducted western blot analyses and confirmed that the protein levels of wild-type YAP and mtYAP were not influenced by serum concentration in culture medium (Supplemental Fig. 2).

We next examined whether NIH3T3 cells overexpressing YAP or mtYAP showed anchorage-independent growth. Indeed, both cell lines were able to grow in agarose (Fig. 1d). However, we again noticed that NIH3T3 cells overexpressing wild-type YAP grew much more slowly than cells overexpressing mtYAP (Fig. 1d), indicating that a relatively larger amount of functional YAP protein residing in the nucleus is required for anchorage-independent growth in NIH3T3 cells compared with continuous growth under confluent conditions. Together our data demonstrated that NIH3T3 cells expressing YAP as well as cells expressing mtYAP bear all the characteristics to be defined as transformed cells, i.e., continuous growth in confluent conditions, continuous growth under low nutrition conditions, and anchorage-independent growth.

Since epithelial-mesenchymal transition (EMT) is one of the hallmarks of malignant tumours, we decided to explore whether EMT was induced in YAP-overexpressed NIH3T3 cells. E-cadherin and N-cadherin are representative markers for epithelial and mesenchymal cells, respectively, and are downregulated and upregulated in EMT. Western blot analyses revealed that both overexpressed wild-type YAP and mtYAP resulted in increased and decreased protein levels of E- and N-cadherins, respectively, indicating that YAP overexpression induced EMT (Supplemental Fig. 3).

We next conducted *in vivo* analyses in mice to establish the transformation ability of YAP-overexpressing cells. We subcutaneously injected control NIH3T3 cells or those expressing either wild-type YAP or mtYAP in immunocompromised BALBcA/nu/nu mice and monitored tumor growth. While control NIH3T3 cells did not form appreciable sized tumours in mice, mice injected with cells overexpressing YAP or mtYAP formed tumours (Fig. 1e). Consistent with our *in vitro* results, we found that the tumor formation ability of wild-type YAP-expressing cells was apparently lower compared with mtYAP-expressing cells.

Our above data demonstrated that YAP and mtYAP can induce tumorigenic transformation to NIH3T3 cells. We next inquired whether the observed biological activities of YAP and mtYAP represent effects of the dominance of YAP over the Hippo signalling pathway or if these effects are the result of YAP activity unrelated to the Hippo pathway. To address this question, we examined the Neurofibromatosis 2 (*Nf2*) tumor suppressor gene. MERLIN, the protein encoded by *Nf2*, is an upstream factor that positively regulates the Hippo pathway^22^. MERLIN plays crucial roles in the activation of cell-to-cell contact-mediated Hippo pathway, and this activation is coupled with YAP phosphorylation, leading to its degradation. We knocked down *Nf2* gene expression in normal NIH3T3 cells and found that decreased MERLIN protein levels was accompanied by decreased phosphorylation levels of YAP, leading to stabilization of YAP protein (Supplemental Fig. 4a). We also found that, like NIH3T3 cells overexpressing YAP or mtYAP, NIH3T3 cells deficient for *Nf2* gene expression showed liberation from cell-to-cell contact inhibition and anchorage-independent growth (Supplemental Fig. 4b,c), supporting the notion that the observed effects of overexpressed YAP or mtYAP represent *bona fide* YAP activity intimately linked to the Hippo pathway.

### Overexpression of wild-type YAP or mtYAP in NIH3T3 cells does not affect miR-29a, miR-29b or miR-29c levels

Tumaneng *et al*.^18^ recently reported that AKT activation is crucially involved in the transformation inducing activity of YAP in MCF10A cells. YAP interacts with the TEAD transcription factor, and the YAP-TEAD complex binds the promoter of the *miR-29a*, *miR29b* and *miR-29c* genes to promote their expression. Elevation of these miRNAs leads to the activation of AKT by inhibiting the translation of mRNA for PTEN that is tightly linked to inactivation of AKT through PTEN-mediated dephosphorylation of phosphatidylinositol (3,4,5)-triphosphate. Therefore, we examined whether NIH3T3 cells overexpressing YAP or mtYAP showed increased levels of the *miR-29* genes. However, we did not detect any differences in levels of the *miR-29* genes in NIH3T3 cells overexpressing either YAP or mtYAP compared with control cells under confluent conditions (Fig. 2a). Phosphorylation levels of AKT, which indicates AKT activation, were not elevated in cells with overexpression of YAP or mtYAP, and instead AKT phosphorylation was decreased in cells cultured under confluent conditions (Fig. 2b). We also did not observe an elevation in phosphorylated FOXO3, one of the major targets of AKT, or decline in PTEN protein levels in NIH3T3 cells overexpressing YAP or mtYAP compared with controls.

**Figure 2:**
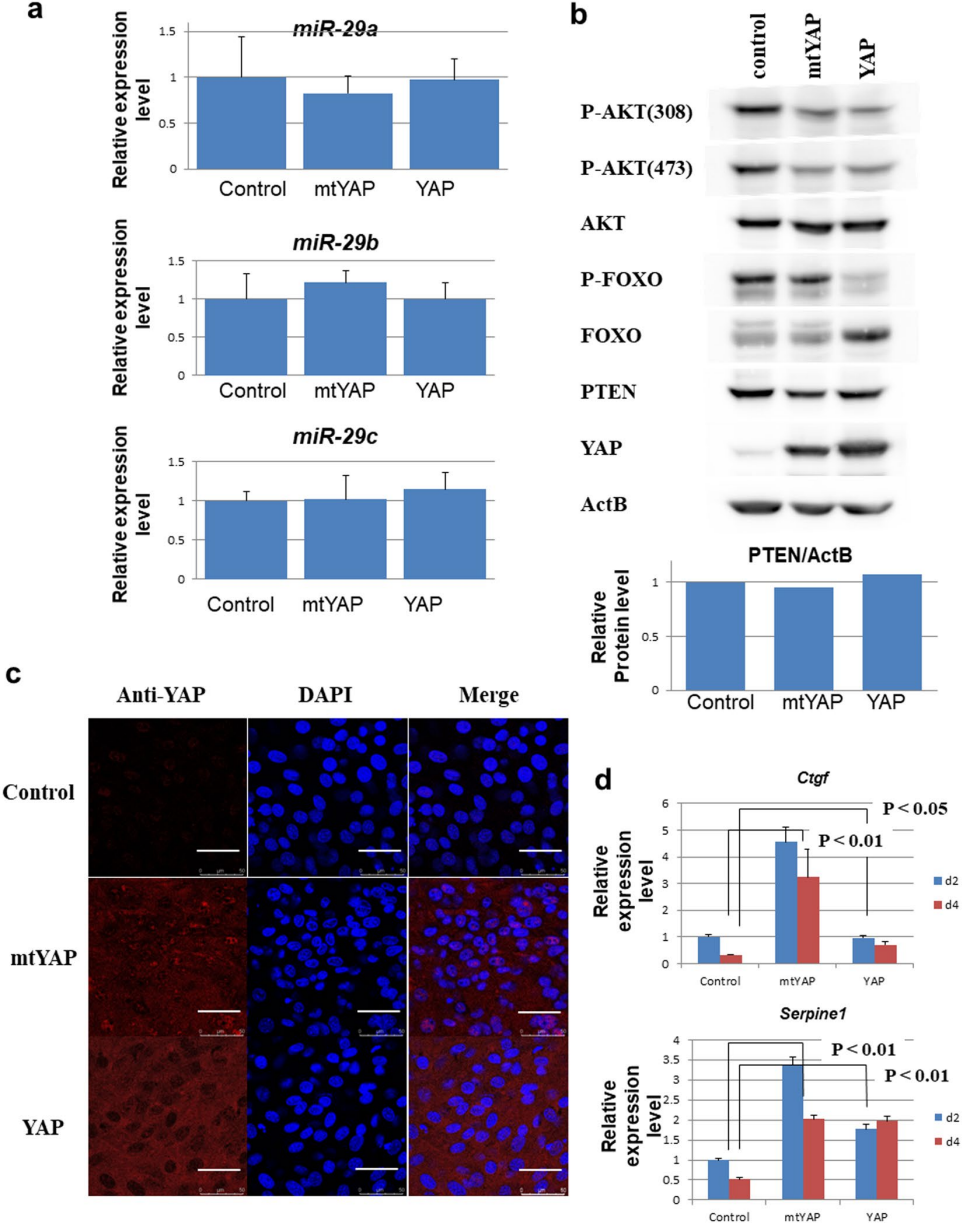
Implication of contribution of TEAD, but not AKT, to YAP activity. (**a)** Expression levels of *miR-29* genes in control NIH3T3 cells and cells expressing YAP or mtYAP under confluent conditions. Expression levels of *miR-29a, miR-29b* and *miR-29c* genes were normalized to those of U6 snoRNA. The expression level of each miRNA in control NIH3T3 cells was arbitrarily set to one. Levels of significance were examined by one-way ANOVA. (**b)** Western blot analyses of the indicated proteins in control NIH3T3 cells and cells expressing YAP or mtYAP under confluent conditions. The graph demonstrates the relative PTEN protein levels normalized using ActB protein levels as an internal control. (**c)** Immunocytochemical analyses of YAP in control NIH3T3 cells and cells expressing YAP or mtYAP under confluent conditions. (**d)** Expression levels of *Ctgf* and *Serpine 1* in control NIH3T3 cells and cells expressing YAP or mtYAP under subconfluent (2 days after plating, d2) or confluent conditions (4 days after plating, d4). The expression level of each gene in control NIH3T3 cells was arbitrarily set to one. Data represent mean ± SD from three independent experiments. Levels of significance were examined by one-way ANOVA.

To eliminate the possibility that the absence of elevation in *miR-29* expression was due to the failure of introduced YAP and mtYAP to exert expected functions, we examined the subcellular localization of the exogenous YAP proteins by immunocytochemistry. While wild-type YAP localized mainly in the cytosol, with some nuclear localization, we found marked nuclear localization of mtYAP in NIH3T3 cells even under confluent conditions (Fig. 2c).

We next examined the expression levels of major YAP/TEAD complex target genes in NIH3T3 cell lines stably expressing wild-type YAP or mtYAP. Previous studies showed that mtYAP significantly induced the expression levels of major YAP/TEAD complex target genes, *Ctgf* and *Serpine 1* genes^23^. Our data demonstrated similar activities of mtYAP in inducing *Ctgf* and *Serpine 1* (Fig. 2d). In contrast, wild-type YAP had little effect on *Ctgf* levels but induced *Serpine 1*, although slightly less efficiently than mtYAP. However, overexpressed wild-type YAP appeared to counteract confluent condition-dependent downregulation of expression of both YAP/TEAD target genes, in contrast with data from normal NIH3T3 cells in which the expression levels of these genes were significantly reduced when cells shifted from subconfluent to confluent growth. Together, our data indicate that the YAP/TEAD complex induces *Ctgf* and *Serpine 1* gene expressions, but not *miR-29* gene levels, in NIH3T3 cells.

### YAP promotes cell cycle progression independent of AKT activity

Our data so far demonstrated that YAP is sufficient for tumorigenic transformation of NIH3T3 cells, but the *miR29*-PTEN-AKT axis is not involved in this transformation. To further confirm that AKT was not involved in YAP-mediated transformation, we treated cells with an AKT inhibitor, MK2206, and monitored cell growth. We observed no noticeable difference in the growth curves between NIH3T3 cells treated with MK2066 and controls (Fig. 3a). We also did not detect any significant differences in NIH3T3 cells overexpressing YAP or mtYAP with MK2206 treatment compared with controls. To confirm that MK2066 was effectively inhibiting AKT in NIH3T3 cells, we performed western blot analyses (Fig. 3b). Phosphorylation levels of both AKT and FOXO were significantly decreased upon treatment with MK2066 in all three cell lines, confirming that MK2066 showed expected efficacy. AKT also shows kinase-independent activity^24^, and thus all AKT activities are not inhibited by the treatment of MK2066. Therefore, we addressed the possibility that AKT may exert kinase-independent effects on YAP activity. We used an allosteric inhibitor, SC66, which facilitates ubiquitination of AKT and its subsequent degradation^25^. Western blot analyses confirmed that SC66 treatment led to the reduction of AKT protein level in a dose-dependent manner that was accompanied by decreased phosphorylation levels of FOXO3 (Supplemental Fig. 5a). We thus treated control NIH3T3 cells and cells overexpressing mtYAP or YAP with SC66 and monitored cell growth. Like MK2066, SC66 showed no noticeable effect on cell proliferation (Supplemental Fig. 5b), indicating that overexpressed YAP and mtYAP can elevate the cell proliferation rate in NIH3T3 cells independent of AKT. Since AKT is a crucial regulator of cell proliferation, we speculate that YAP and AKT function in parallel as dual independent driving forces for cell proliferation, and therefore inactivation of either YAP or AKT may be almost completely compensated by the other for sustaining the growth rate of normal cells.

**Figure 3:**
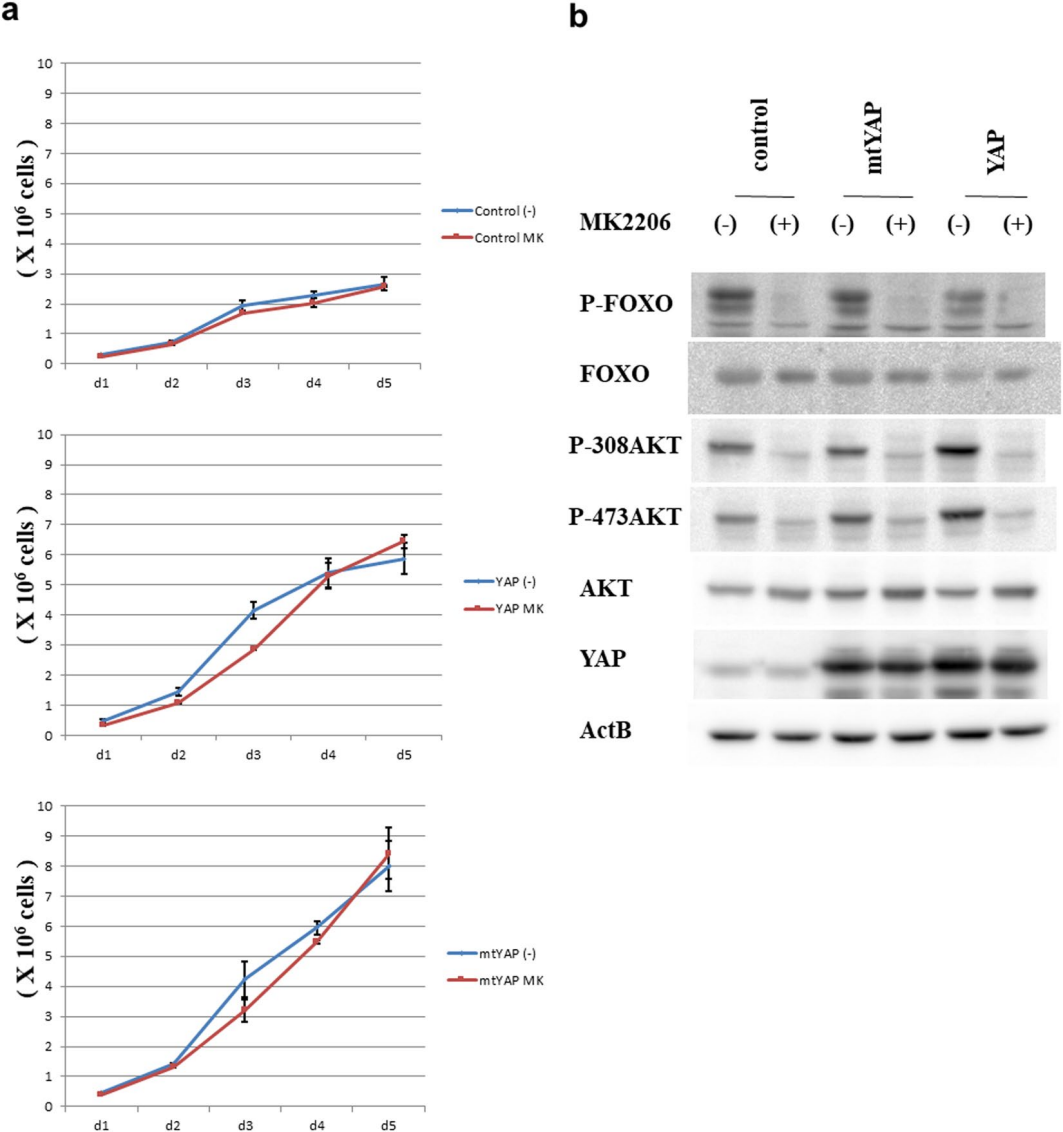
Inhibition of AKT activity has no effect on cell growth of NIH3T3 cells expressing YAP or mtYAP and controls. (**a)** Growth assay in control NIH3T3 cells and cells overexpressing YAP or mtYAP cultured with or without AKT inhibitor (MK2206, 1 μM). (**b)** Western blot analyses of the indicated proteins in control NIH3T3 cells and cells expressing YAP or mtYAP cultured with or without AKT inhibitor (MK2206, 1 μM).

We next examined whether a synergistic effect of AKT and YAP on cell cycle progression would become evident if YAP and AKT are both aberrantly activated. We introduced myristoylated-AKT (Myr-AKT), which functions as a constitutively active kinase without dependency on PI3K^26^, into control and mtYAP-overexpressing NIH3T3 cells. Western blot analyses showed that Myr-AKT was efficiently activated, i.e., phosphorylated at both Thr308 and Ser473, in cell lines (Supplemental Fig. 7a). Examination of co-expression of Myr-AKT and mtYAP on cell cycle progression was hampered due to the unexpected negative effect of forced expression of Myr-AKT on cell proliferation under regular culture conditions (Supplemental Fig. 7b). However, we observed a synergistic effect of co-expression of both Myr-AKT and mtYAP on cell growth in agarose compared with the effect of either Myr-AKT or mtYAP alone (Supplemental Fig. 7c). These results suggest that Myr-AKT and mtYAP function cooperatively at least in the context of anchorage-independent growth.

### *cMyc* is a direct target of YAP

Although a link between aberrant activation of YAP and acceleration of cell division has been well documented, the exact YAP target genes involved in YAP-mediated regulation of cell cycle progression are unknown. Chromatin immunoprecipitation sequence analyses in MDA-MB-231 breast cancer cells indicated *cMyc* as one of the major effectors for YAP^16^. Therefore, we examined whether cMYC functions as one of the major downstream effectors of YAP also in NIH3T3 cells. Expression levels of both *cMyc* and *Ccnd2*, well-known targets of cMYC, were not appreciably altered due to overexpression of YAP or mtYAP at day 2, in which cells are largely in subconfluent conditions (Fig. 4a). However, at day 4 when cells are largely in confluent conditions, significantly higher expression levels of *cMyc* and *Ccnd2* were evident in NIH3T3 cells overexpressing YAP or mtYAP compared with control NIH3T3 cells (Fig. 4a). These results indicate that *cMyc* is a target of YAP when cells are under confluent conditions. Consistent with this notion, treatment of NIH3T3 cells overexpressing YAP or mtYAP with the 10058-F4 cMYC inhibitor, which impairs the interaction of cMYC with its partner protein MAX^27,28^, caused reduced cell proliferation in cells under confluent conditions but not in subconfluent conditions (Fig. 4b). In contrast, 10058-F4 did not affect cell proliferation of control NIH3T3 cells irrespective of cell density. At present, we do not know why overexpressed YAP and mtYAP were not involved in transcriptional activation of *cMyc* when cells were under subconfluent conditions. Since cMYC is the most powerful driving force for cell proliferation, we speculate that cells under subconfluent condition bear certain molecular mechanisms that prevent overexpressed YAP to exert its maximum activity to avoid hyper-activation of cMYC in conditions in which endogenous YAP and other molecules that promote cell proliferation are already intensively operating.

**Figure 4:**
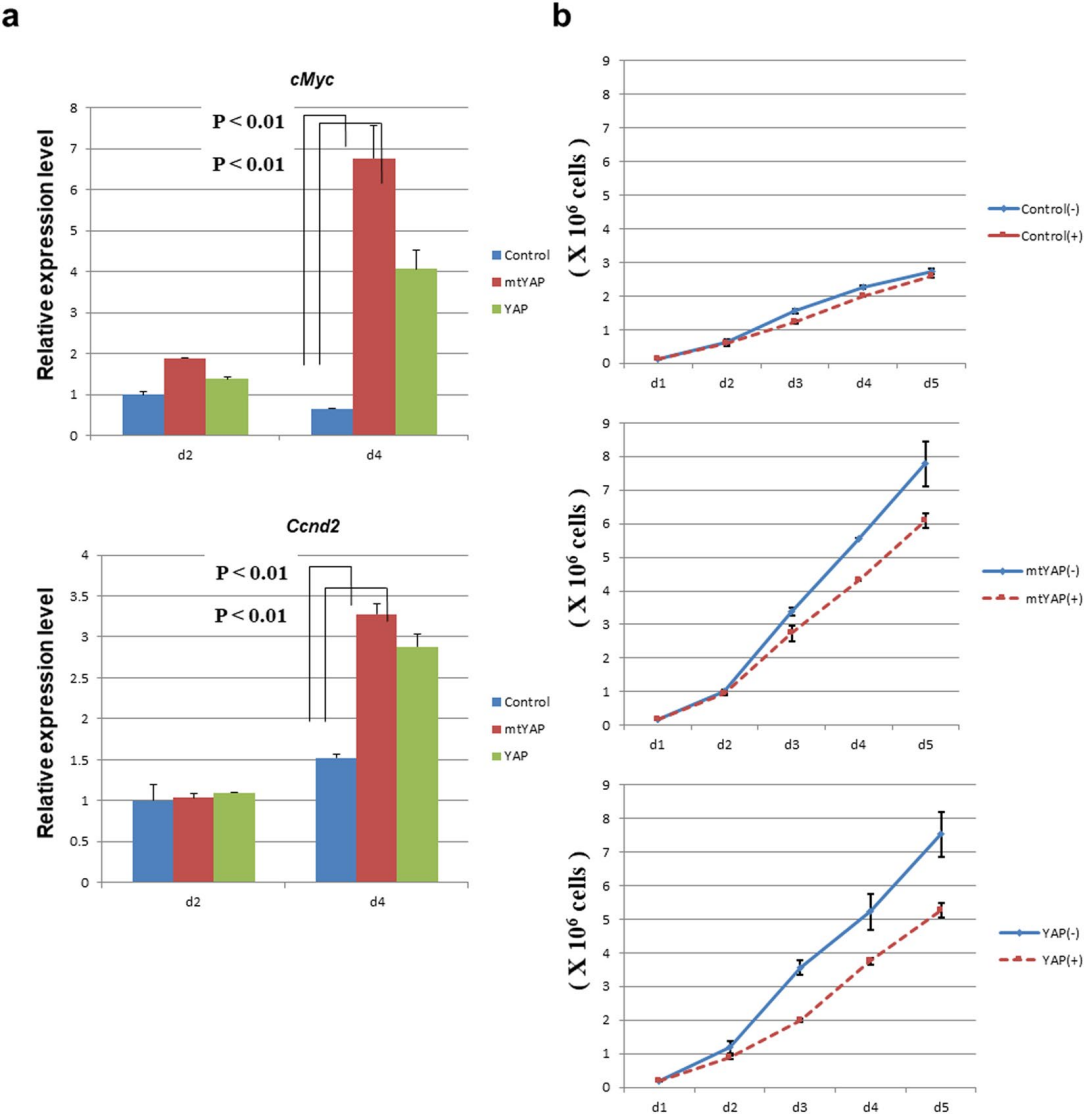
Involvement of cMYC in the growth of NIH3T3 cells expressing YAP or mtYAP under confluent conditions. (**a)** Expression levels of *cMyc* and its major target *Ccnd2* in control NIH3T3 cells and cells expressing YAP or mtYAP. RNAs were prepared from the cells at day 2 or 4 (d2 and d4, respectively) and expression levels of *cMyc* and *Ccnd2* were examined by quantitative PCR. The expression level of each gene in control NIH3T3 cells was arbitrarily set to one. Levels of significance were examined by one-way ANOVA. (**b)** Growth curve of control NIH3T3 cells and cells expressing YAP or mtYAP cultured with or without cMYC inhibitor (10058-F4, 64 μM).

### TEAD is critical in supporting YAP-dependent cell cycle progression

Numerous factors such as Klf4, RUNX, TBX3 and p73 are binding partners for YAP. However, the interacting transcription factor that is critical for supporting the cell cycle progression activity of YAP has not been determined. Recent chromatin immunoprecipitation sequence analyses in MDA-MB-231 breast cancer cells showed elevated expression of multiple genes involved in cell cycle progression from simultaneous bindings of YAP and TEAD4 in their gene promoters^16^. Therefore, we next examined whether the YAP/TEAD complex is critical for cell cycle progression in NIH3T3 cells. We constructed an expression vector for the dominant-negative TEAD protein (DN-TEAD). The TEAD1 Y408H mutation was first identified as a causative mutation of Sveinsson chorioretinal atrophy^29^, and this mutation impairs the interaction between YAP and TEAD^30^. To render the function of DN-TEAD switchable, we produced an expression vector for DN-TEAD fused to the hormone-binding domain of oestrogen receptor (DN-TEAD-ERT). We generated stable transformants expressing DN-TEAD-ERT in NIH3T3 cells as well as in YAP- and mtYAP-expressing NIH3T3 cells. Western blot analyses confirmed that protein levels of DN-TEAD-ERT in control NIH3T3 cells and those overexpressing YAP or mtYAP were comparable (Supplemental Fig. 6a). We treated these cells with 4-hydroxytamoxifen (0.5 μM) for 4 days, which was effective to stabilize and accumulate the fusion protein in the nucleus (Supplementary Fig. 6b).

We first measured the expression levels of *Ctgf* and *Serpine1* in cells treated with 4-hydroxytamoxifen. Expression of DN-TEAD-ERT caused decreased levels of *Ctgf* and in particular *Serpine1* to levels close to controls (Fig. 5a). DN-TEAD-ERT did not cause noticeable effects on cell growth in control NIH3T3 cells in both subconfluent and confluent conditions, suggesting that AKT, which should be active even in DN-TEAD-ERT-expressing cells, compensates for the impaired function of the YAP/TEAD complex (Fig. 5b). In NIH3T3 cells overexpressing YAP or mtYAP cultured in subconfluent conditions, DN-TEAD-ERT did not affect cell growth. However, in confluent conditions, DN-TEAD-ERT caused reduced growth (Fig. 5b), indicating that TEAD plays a pivotal role in supporting the function of YAP for sustaining the continuous growth of cells under confluent conditions.

**Figure 5:**
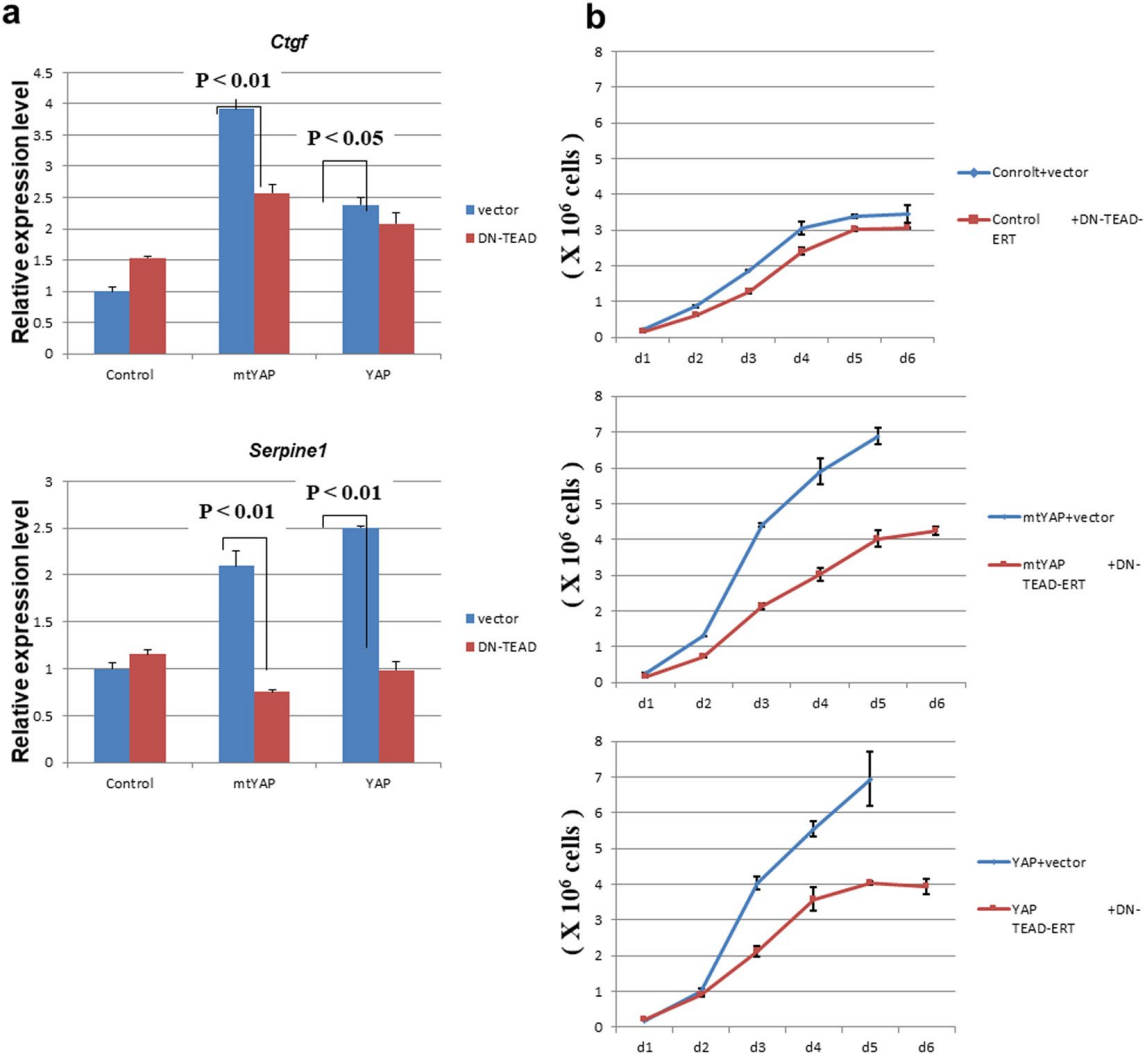
Involvement of TEAD transcription factor in the YAP-mediated transformation of NIH3T3 cells. (**a)** Effect of DN-TEAD-ER fusion protein on expression levels of YAP/TEAD target genes. Quantitative PCR of YAP/TEAD target genes *Ctgf* and *Serpine 1* in control NIH3T3 cells and cells overexpressing YAP or mtYAP in which an expression vector for DN-TEAD-ER fusion protein or empty vector had been stably introduced. The expression level of each gene in control NIH3T3 cells was arbitrarily set to one. Student’s t test was used to determine levels of significance. **b** Growth curve analyses of the indicated cells.

### Exploration of the molecular functions of YAP and mtYAP through global gene expression analyses

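RNA from control NIH3T3 cells, an immortalized line of mouse fibroblasts, and from NIH3T3 cells stably overexpressing mtYAP or wild-type YAP was hybridized to Affymetrix GeneChip mouse genome arrays, with 1 array for each of the 3 conditions. In mtYAP, the serine at position 112, the target of the LATS kinases of the Hippo pathway, is replaced by alanine. The cells were grown with 10% serum. The authors subtracted the background and normalized the arrays by the robust multiarray analysis method, and the deposited log2 levels of 45037 probe sets were used as they stand. A probe set at 6 or more was taken as clearly measured, which held for 34.0% of the probe sets in control, 33.0% in mtYAP and 33.9% in YAP. For each of 18193 genes, the levels of all probe sets that name that gene alone were averaged, and the control level was subtracted from that of mtYAP and of YAP. A log2 difference of 1 is a 2-fold difference. There were no replicates, so no value has an error or a test, and each difference compares single arrays. Gene lists are described by their median and by its place among 10000 random lists of the same size matched on mean level.

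Yap1 itself read lower than in control, by a log2 difference of −0.68 in mtYAP and −0.51 in YAP over 2 probe sets. The retroviral vectors carried the coding sequence, and the part of the mRNA that these probe sets read is not given in the sources used here, so they check neither label. The arrays are called mtYAP and YAP after their labels. The paper's western blots of YAP in the lines, relative to control (Supplemental Fig. 2), and its quantitative PCR of Ctgf, which mtYAP induced and YAP changed little (Fig. 2d), were made on other samples. Ccn2, the same gene as Ctgf, runs the same way on the arrays as labelled, which does not settle the labels. Actb differed from control by −0.235 in mtYAP and −0.255 in YAP. Over 9 housekeeping genes the median was −0.21 in mtYAP and −0.01 in YAP, with Hprt, a purine salvage enzyme, at 1.22 and 0.84 and Gusb, a lysosomal glucuronidase, at −1.10 and −0.845. The labels call the control cells untransduced, whereas both overexpressing lines had been infected and selected with puromycin. The paper's methods also describe an empty-vector virus without saying which control was put on the array, and a free-text field of the control refers to an experiment in embryonic stem cells while its other labels name NIH3T3. Every difference rests on this control array. The cell density at harvest is not given in the sources used here.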

To explore the molecular basis underlying the promotion of cell growth by YAP and mtYAP in NIH3T3 cells even under confluent conditions, we conducted DNA microarray analyses. 

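Cells overexpressing mtYAP differed from control cells by a log2 difference above 1 at 688 genes (3.78% of those measured) and below −1 at 740 genes (4.07%). Among the genes with the largest differences upward, Car6, a secreted carbonic anhydrase, stood at 6.84, Fgf21, a hormone of the fibroblast growth factor family, at 5.85 and Cth, the enzyme that makes cysteine from cystathionine, at 5.55. Cdsn, an adhesion protein of the epidermis, stood at 4.97, Paqr3, a Golgi protein, at 4.79, Stbd1, a glycogen-binding protein, at 4.54, Slc4a10, a bicarbonate transporter, at 4.41 and Plscr2, a phospholipid scramblase, at 4.40. Ankrd1, a well-known target of YAP, had a difference of 4.23 (18.8-fold), and Msln, which encodes mesothelin, one of 4.18 (18.1-fold). Apart from Ankrd1 and Msln, these genes lay below a level of 6 in control, near the background (Car6 at 4.70 and Fgf21 at 3.87), so the size and order of their differences are uncertain.

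Among the largest differences downward was that of Postn, which encodes the matrix protein periostin and went from a level of 10.97 in control to 4.17 in mtYAP, a difference of −6.80. Cdo1, the enzyme that oxidizes cysteine, stood at −6.33, Aox3, an aldehyde oxidase, at −5.66, Smoc2, a matrix protein, at −5.12 and Agtr2, a receptor of angiotensin, at −4.94. The small leucine-rich proteoglycans Lum, Dcn and Aspn stood at −4.69, −4.47 and −4.37, and Dkk3, a secreted protein of the Dickkopf family, at −4.475. Ptn, the growth factor pleiotrophin, stood at −4.78 as the mean of its probe sets and at −6.14 in the probe set with the highest mean level. These 10 genes lay below a level of 6 in mtYAP, so the size and order of these differences are uncertain too. The counts depend on how probe sets are joined to genes. Simulated arrays without any change, with noise taken from the difference between mtYAP and YAP, gave 174.2 genes above 1 and 173.4 below −1. The observed counts were 1092 and 1148 when any probe set of a gene could pass, and 1763 and 2086 when probe sets were counted singly. Among genes with a level of at least 8, a limit applied to the counts only after these had been seen, they were 278 and 270.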

Our analyses revealed that 786 genes showed more than two-fold higher expression levels in cells overexpressing mtYAP compared with control cells (Fig. 6a). 

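In cells overexpressing wild-type YAP, 248 genes (1.36%) lay above a log2 difference of 1 from control and 229 (1.26%) below −1, where simulated arrays without any change gave 174.4 and 173.5. Car6 stood at 5.73, Cdsn at 3.98, Cth at 3.78, Paqr3 at 3.75 and Serpinb9b, a protease inhibitor of the serpin family, at 3.61, all against control levels below 6. Msln, above that level in control, stood at 3.60 (12.1-fold). Downward, Smoc2 stood at −4.63, Mgp, the matrix Gla protein that inhibits calcification, at −4.36, Sparcl1, a matrix protein, at −3.30, Cdo1 at −3.25 and Postn at −3.09, and Smoc2, Mgp and Sparcl1 lay below a level of 6 in YAP. Some of the genes that stood furthest from control in mtYAP were much closer to it in YAP. Fgf21 differed by 2.21, Slc4a10 by 0.35, Agtr2 by −1.64 and Aspn by −0.865. With any probe set of a gene allowed to pass, the counts were 437 higher and 375 lower genes, with probe sets counted singly 657 and 691, and among genes with a level of at least 8 they were 109 and 67.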

Relatively fewer genes (280 genes) showed increased expression levels by more than two-fold in cells expressing wild-type YAP compared with controls. Therefore, we lowered the criterion of cut-off (more than 1.65-fold instead of 2-fold) to select the same number of genes (786 genes) as a gene set from this group. 

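With the limit for YAP set at a log2 difference of 0.65, as Fig. 6b prints it, which is 1.57-fold, 691 genes were higher in YAP than in control, and 443 of them lay between 0.65 and 1. Simulated arrays without any change gave 661.2 genes above 0.65 and 659.8 below −0.65, where 569 were observed below. The simulated noise is taken from the difference between mtYAP and YAP and holds real differences between them, so it is too wide to say how many of the 691 genes exceed noise. Genes of DNA replication and of chromosome segregation were among them. Mcm2, a subunit of the replicative helicase, stood at 0.995, Pole, the catalytic subunit of DNA polymerase epsilon, at 0.77, E2f7, a repressor of the E2F family, at 0.94 and Cenpq, a kinetochore protein, at 0.68. Of 53 genes of the G2/M phase, 9 lay above 1 and 20 above 0.65. The counts went from 7 to 22 for 58 genes of the kinetochore and of chromosome segregation, from 2 to 9 for 46 genes of DNA replication and from 1 to 6 for 41 genes of the S phase. The gene above 1 in the S phase list was Cdca7, and those in the replication list were Rfc4, a subunit of the clamp loader, at 1.04 and Dut, a dUTPase, at 1.53.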

We then examined the overlapping genes between the two gene sets. Among the 786 genes, 502 genes were common in both gene sets (Fig. 6b, Supplemental Table 4). 

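At a limit of 1 for mtYAP and 0.65 for YAP, 444 genes passed both, 64.5% of the genes above 1 in mtYAP. Klf4, a transcription factor that the paper lists among those YAP interacts with, differed from control by 1.44 (2.71-fold) in mtYAP and 1.33 (2.51-fold) in YAP. Gadd45a, a stress-induced gene of growth arrest, stood at 3.58 and 2.30, Trib3, a pseudokinase, at 3.57 and 2.85, and Hbegf, a ligand of the EGF receptor, at 3.24 and 1.12. Ankrd1 was also common to both, at 2.80 in YAP. Nuak2, a kinase related to AMPK, was above the limit in mtYAP at 2.08 and not in YAP at 0.59.

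Both comparisons use the same control array, so genes pass together more often than in separate experiments. Simulated arrays without any change that share a control gave 83.5 genes in common, and lists drawn independently 26.1. Downward, 389 genes lay below −1 in mtYAP and below −0.65 in YAP, where the simulation gave 83.4 and independent lists 23.1. The control is a single array and cannot be split, so part of the excess may come from the shared control, and the simulated noise also holds real differences between these lines.

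**Figure D1:**
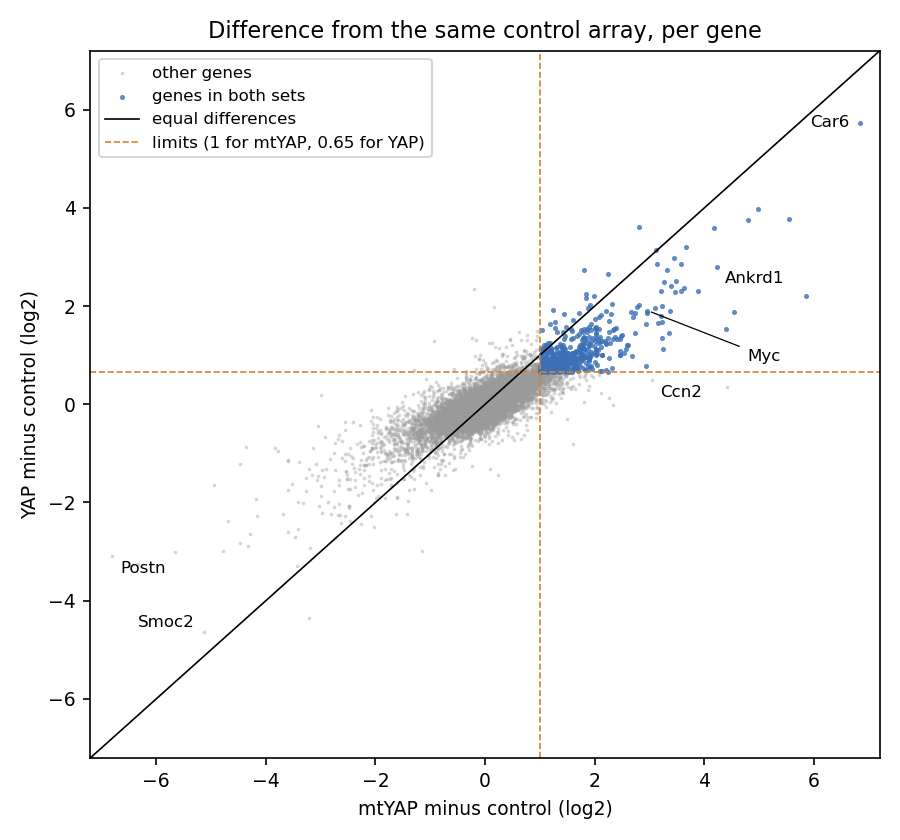
Log2 difference of YAP from control (vertical axis) against that of mtYAP from control (horizontal axis), with 1 point for each of 18193 genes. Blue points are the 444 genes in both sets, dashed lines mark the limits of 1 and 0.65, and the solid line marks equal differences. Most genes far from 0 lie nearer to 0 in YAP than in mtYAP, and Ccn2 lies above the mtYAP limit and below the YAP limit.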

Notably, *cMyc* was one of the 502 genes. 

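The level of Myc, which encodes cMYC, was 7.75 in control, 10.71 in mtYAP and 9.66 in YAP, read by 1 probe set. These are log2 differences of 2.96 (7.78-fold) and 1.91 (3.76-fold). Ccnd2, which encodes cyclin D2 and which the paper measures by quantitative PCR in Fig. 4a, differed by 0.83 (1.77-fold) in mtYAP and 0.56 (1.47-fold) in YAP. Of 27 target genes of MYC, 14 lay above 1 in mtYAP and none below −1, with a median of 1.095 in mtYAP and 0.75 in YAP, each above all 10000 random lists. Dkc1, a pseudouridine synthase, stood at 2.48 and 1.40, Odc1, the first enzyme of polyamine synthesis, at 2.45 and 1.32, and the nucleolar proteins Nop58 and Nop56 at 2.11 and 1.16 and at 2.06 and 1.11. The list was written after Supplemental Table 4 had been read, so it is not independent of that table. Many of its members, with Dkc1, Nop58 and Nop56 among them, are also in the list of ribosome biogenesis genes. The medians of these lists are therefore not separate results. Of 12 genes of the MYC and MAX network, only Myc and Mycn lay above 1, in both mtYAP and YAP, Mycn through 1 of its 3 probe sets, and the median was −0.07 in mtYAP and −0.01 in YAP. Max, the partner of MYC, differed by 0.21 in mtYAP and −0.40 in YAP, and Mycl by 0.54 and 0.06. Mxd4, an antagonist of MYC, was the member below −1, at −1.54 in mtYAP (−2.98 in its probe set with the highest mean level), and differed by −0.07 in YAP.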

The genes were assigned to gene ontology (GO) classification to assess the overall molecular functions of these genes. 

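Lists of cell cycle genes had medians above control in both mtYAP and YAP, although some of their members lay below control. Of 41 genes of the S phase, 16 lay above a log2 difference of 1 in mtYAP and none below −1, with a median of 0.86 in mtYAP and 0.30 in YAP. Cdc6, which loads the replicative helicase, stood at 1.85 in mtYAP and 0.50 in YAP, but lay below a level of 6 on every array. Of 46 genes of DNA replication, 21 lay above 1 in mtYAP, with medians of 0.945 and 0.315, and Mcm2 stood at 2.46 in mtYAP. Of 53 genes of the G2/M phase, 24 lay above 1 in mtYAP, with medians of 0.96 and 0.57. Cdca8, the borealin subunit of the chromosomal passenger complex, stood at 2.13 and 1.29, and Anln, the cytokinesis protein anillin, at 2.02 and 1.10. Of 58 genes of the kinetochore and of chromosome segregation, 28 lay above 1 in mtYAP, with medians of 1.00 and 0.57. Zwilch, a kinetochore protein, stood at 2.33 and 1.32 and Ncapg, a subunit of condensin, at 2.24 and 1.34.

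Of 33 cyclins, CDKs, their inhibitors and E2F factors, 9 lay above 1 in mtYAP and 2 below −1, with medians of 0.54 and 0.25. E2f7 was highest at 2.26 in mtYAP, Cdk1, the kinase that drives mitosis, stood at 1.50 and 0.45 and Ccna2, cyclin A2, at 1.42 and 0.635. Those below −1 were Cdkn2c, the CDK inhibitor p18, at −2.07, which also stood at −1.12 in YAP, and Rbl2, the pocket protein p130, at −1.015. In YAP, Ccnb2, cyclin B2, stood at 1.13 and Cdkn1a, the CDK inhibitor p21, at 1.025. The medians of these 5 lists lay above those of all 10000 random lists in mtYAP and in YAP. In Reactome, 68 of 376 mitotic cell cycle genes lay above 1 in mtYAP and 4 below −1, with medians of 0.35 in mtYAP and 0.18 in YAP. Mitotic prometaphase (96 genes) had medians of 0.72 and 0.42 and DNA replication (94 genes) of 0.51 and 0.21. Of the genes in both sets, 16 belonged to the G2/M list, 19 to the kinetochore list, 9 to the replication list and 6 to the S phase list. These lists share genes with each other and were written after Supplemental Table 4 had been read.

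**Figure D2:**
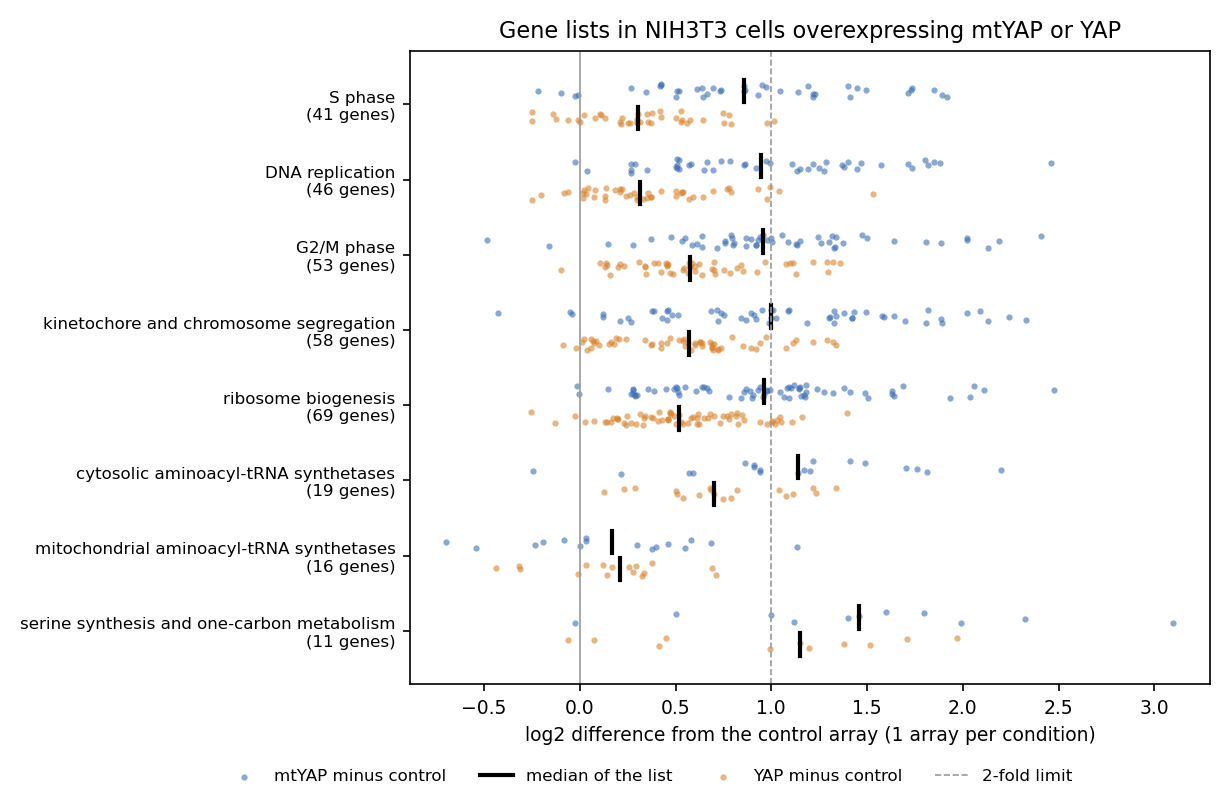
Log2 difference from control (horizontal axis) of each measured gene of 8 lists, in mtYAP (blue points) and YAP (orange points), with the median of each list as a black bar and the 2-fold limit as a dashed line. The vertical spread of points within a list has no meaning. The S phase median is 0.86 in mtYAP and 0.30 in YAP, and that of the mitochondrial aminoacyl-tRNA synthetases is 0.17 in mtYAP and 0.21 in YAP.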

GO terms related to the cell cycle were significantly enriched (Fig. 6c), indicating that the genes generally known to function for cell cycle progression as driving forces for cell growth of NIH3T3 cells become able to function persistently even after the cells are subjected to confluent conditions by overexpression of wild-type YAP or mtYAP.

**Figure 6:**
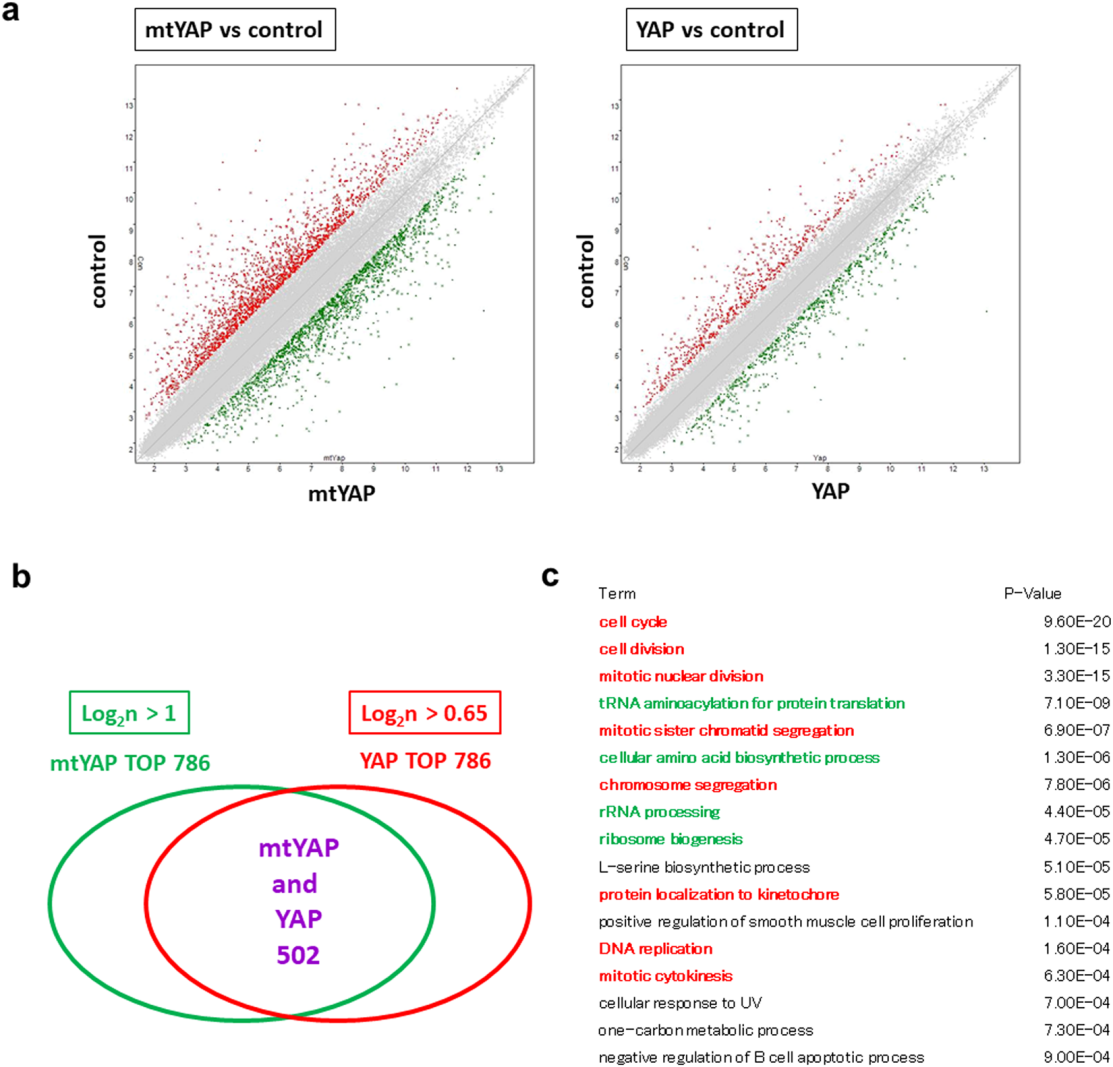
Mutant YAP is more potent than wild-type YAP in altering gene expression in NIH3T3 cells. (**a)** Scattered plots of global expression data in control NIH3T3 cells and cells expressing YAP or mtYAP. Global expression data from control NIH3T3 cells were compared with those expressing mtYAP (left panel) or wild-type YAP (right panel). Green and red dots indicate genes up- and down-regulated, respectively, more than two-fold due to expression of YAP or mtYAP. (**b)** Venn diagram showing the relationship among the top 786 genes whose expression levels were elevated by 1.65- and 2-fold from forced expression of YAP and mtYAP, respectively. (**c)** Significantly enriched GO terms of 502 genes that were commonly activated by both YAP and mtYAP. Terms directly linked to cell growth are indicated with in red font, while terms that are relatively related to cell growth are indicated with in green font.

### Tumorigenic transformation of non-immortalized MEFs by aberrantly activated YAP alone

Because NIH3T3 cells are spontaneously transformed (immortalized) cells, we next conducted experiments using mouse embryonic fibroblasts (MEFs) as non-immortalized primary cultured cells that show senescence after relatively long culture^31^. Introduction of an oncogene alone, e.g., activated *H-RasV12G*, is not sufficient for inducing tumorigenic transformation in MEFs and other non-immortalized cells and requires an additional factor, such as SV40 large T-antigen (LT), that confers immortalization. Forced expression of an oncogene alone does not induce tumorigenic transformation of MEFs, but instead rapidly induces senescence in these cells^32^. Thus, we generated MEFs stably expressing LT together with mtYAP as well as MEFs expressing either LT or mtYAP alone. Since the senescence of normal cells is induced by p53 stabilization^33^, we examined p53 levels. Control MEFs showed accumulated p53 at passage 32, while no expression was detected at passage 7 (Supplementary Fig. 8), confirming that these are non-immortalized cells that can undergo senescence by prolonged culture.

We next examined the tumorigenic property of MEF-based cell lines and first examined anchorage-independent growth ability. Control MEFs and those expressing LT alone did not form colonies in agarose, whereas MEFs co-expressing mtYAP and LT grew and formed colonies in agarose (Fig. 7a). These results were consistent with our data from NIH3T3 cells, as MEFs expressing LT may functionally correspond to the spontaneously immortalized NIH3T3 cells. However, MEFs expressing mtYAP alone grew in agarose and formed colonies, although the colony-forming speed was much lower than in cells expressing both mtYAP and LT.

**Figure 7:**
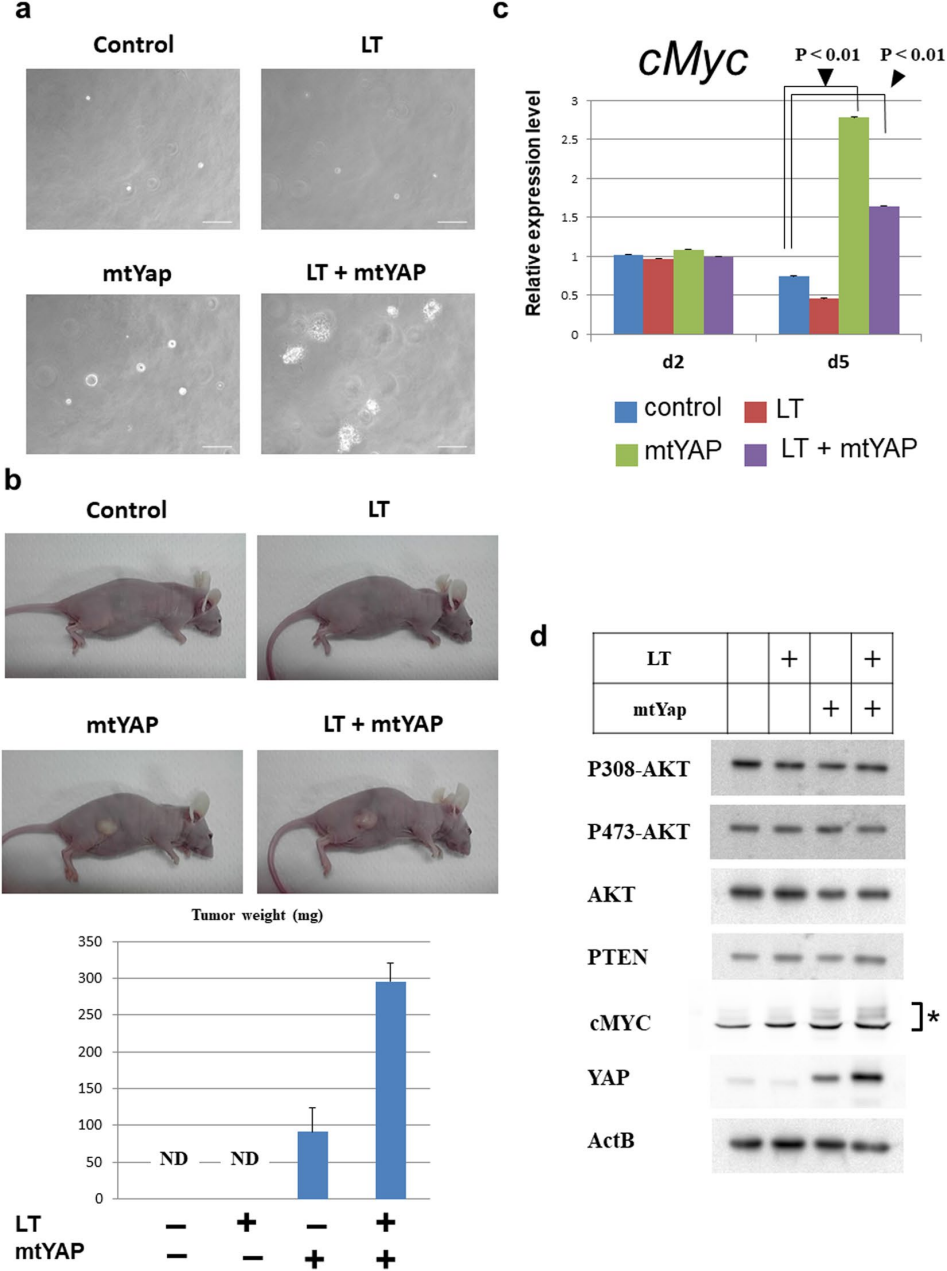
Tumorigenic ability of MEFs by aberrant YAP activation alone. (**a)** Anchorage-independent growth of control MEFs and cells expressing LT and/or mtYAP. (**b)** Tumor formation ability of control MEFs and cells expressing LT and/or mtYAP. (**c)** Examination of *cMyc* expression levels in control MEFs and cells expressing LT and/or mtYAP under sparse (d2) and confluent conditions (d5). The expression level of *cMyc* gene in control NIH3T3 cells was arbitrarily set to one. Levels of significance were examined by one-way ANOVA. (**d)** Western blot analysis in control MEFs and cells expressing LT and/or mtYAP. cMYC protein was detected as multiple bands that may reflect posttranslational modifications.

We next examined the tumorigenic ability of MEF-based cell lines by subcutaneously transplanting these cells into immunocompromised BALBcA/nu/nu mice. Control MEFs and LT-expressing MEFs did not generate tumours (Fig. 7b). Consistent with our data on anchorage-independent growth, MEFs expressing mtYAP alone as well as MEFs expressing mtYAP and LT formed tumours, although the tumor growth rate from MEFs expressing mtYAP was lower than that from MEFs expressing mtYAP and LT (Fig. 7b). Furthermore, no significant difference was observed in *cMyc* expression level among the four cell lines under sparse conditions (day 2). However, significantly higher expression of *cMyc* was evident in MEFs overexpressing mtYAP alone and those overexpressing both mtYAP and LT under confluent conditions (day 4), indicating that cMYC functions as one of the important downstream effectors of mtYAP in MEFs (Fig. 7c). We also found higher levels of cMYC protein in MEFs with exogenous mtYAP compared with cells without mtYAP (Fig. 7d). These results again support the notion that aberrantly activated YAP exerts tumorigenic transformation-promoting activity through transcriptional activation of cMYC with TEAD transcription factor. Finally, we examined the phosphorylated status of AKT in these cell lines under confluent conditions. Consistent with the results in NIH3T3 cells, no AKT activation was observed due to forced expression of mtYAP and/or LT (Fig. 7d).

## Discussion

AKT functions as a positive regulator of cell proliferation and promotes cell growth through its phosphorylation of specific downstream targets^34–38^. In normal cells, the kinase activities of AKT, which are in parallel to its phosphorylation levels, are strictly controlled by the RAS-PI3K cascade and PTEN phosphatase, which act as positive and negative regulators for AKT, respectively^19^. Consistent with the intrinsic involvement of the RAS-PI3K-AKT axis and Hippo pathway in the regulation of cell growth, mutations in the components of both pathways are frequently observed in many cancer types. In the RAS-AKT cascade, numerous gain-of-function mutations in *RAS* and *AKT* genes and loss-of-function mutations in genes such as *PTEN* have been reported in cancers^39^. Likewise, in the Hippo pathway, a negative regulator of proliferation in normal cells, loss-of-function mutations in *NF2* and *LATS1/2* genes and gene amplification of *YAP* gene as a gain-of-function mutation in cancers have been reported^16^. Recently, a cross-talk between these two pathways was reported. Tumaneng *et al*.^18^ demonstrated that YAP activates transcription of the *miR-29* gene in MCF10A human mammary fibrosis cells, and *miR-29* activates AKT through its inhibition of PTEN. However, our data showed that constitutive activation of YAP causes transformation in NIH3T3 cells without modulating AKT activity, suggesting that the link between YAP and AKT for cell growth is species-specific or cell type-specific.

Aberrant activation of YAP in cancer is caused by two mechanisms: one mechanism involves inactivation of the Hippo pathway, and the other mechanism involves increased YAP protein levels from gene amplification^4^. Although these two mechanisms result in a functional dominance of YAP over the Hippo pathway, the cellular consequences of these mechanisms are distinct. Loss-of-function mutations in the components of the Hippo pathway allow YAP to constitutively reside in the nucleus even under confluent conditions, whereas overexpressed YAP due to gene amplification shows inefficient nuclear localization, especially when cells are under confluent conditions, due to the normally operating Hippo pathway^21^. Our experimental systems in NIH3T3 cells overexpressing YAP or mtYAP, in which the serine target of LATS1/2 was substituted with alanine, recapitulate these two cancer types in which aberrantly activated YAP is crucially involved: YAP overexpression corresponds to *YAP* gene amplification, while expression of mtYAP that is refractory to regulation by the Hippo pathway corresponds to Hippo pathway inactivation. Our data suggest that overexpression of wild-type YAP and mtYAP in NIH3T3 cells represents a *bona fide* model of the two YAP-related cancer types. Indeed, mtYAP showed enhanced nuclear accumulation compared with wild-type YAP. Our results also indicated that due to increased nuclear localization, mtYAP exerted more prominent effects compared with wild-type YAP regarding cell growth promotion. Thus, our data indicate that activation, and stabilization, of YAP through inactivation of the Hippo pathway is more efficient in conferring transformation characteristics in normal cells than only YAP overexpression. Moreover, DNA microarray analyses revealed more pronounced effects of mtYAP on altering gene expression than wild-type YAP. However, the dataset comparisons suggested a similarity in the molecular mechanisms of wild-type YAP and mtYAP in inducing transformation in normal cells. 

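There were 2.77 times as many genes above a log2 difference of 1 in mtYAP as in YAP, and 3.23 times as many below −1. Of the genes above 1 in mtYAP, 659 (95.8%) had a smaller difference in YAP and 29 a larger one, and of those below −1, 712 (96.2%) lay closer to control in YAP and 28 further from it. Choosing genes by their mtYAP value alone gives 85.9% in both directions in simulated arrays without any change. Known targets of YAP and TAZ divided. Ccn2, which the paper calls Ctgf, was 3.05 above control (8.28-fold) in mtYAP and 0.49 (1.40-fold) in YAP. Of 22 genes of a YAP/TAZ target signature, 7 lay above 1 in mtYAP and 2 in YAP, where Ankrd1 and Gadd45a passed. Ccn1, a matricellular protein related to Ccn2, went in opposite directions, at 1.61 in mtYAP and −0.805 in YAP. Those below −1 in mtYAP were Ccdc80 at −1.85 and F3, tissue factor, at −1.42, and these and Ccn1 were named after their values were seen. The median of the signature was 0.14 in mtYAP and 0.05 in YAP, above 87.87% and 68.38% of random lists. Over the 13 members with a level of at least 6 the median was 1.36 in mtYAP, above all random lists, and 0.16 in YAP, above 85.89%. Of 22 components of the Hippo pathway, 3 lay above 1 in mtYAP and none in YAP. They were Ajuba, a LIM protein that inhibits LATS, at 1.61 in mtYAP and 0.53 in YAP, Wwc1, the scaffold KIBRA, at 1.47 and 0.67, and Amotl2, an angiomotin, at 1.36 and 0.57. The median of this list was 0.12 in mtYAP and −0.005 in YAP. Wwc1 lay below a level of 6 on every array, so its difference is uncertain.

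Of 14 contractile genes of myofibroblasts and smooth muscle, 2 lay below −1 in mtYAP and 3 in YAP and none above 1, with medians of −0.305 and −0.37, lower than all but 1.27% and 0.01% of random lists. Tagln, which encodes transgelin, stood at −0.98 in mtYAP and −1.75 in YAP, and Myl9, a myosin light chain, at −2.47 and −2.38. Acta2, smooth muscle actin, stood at −1.39 and −1.74 as the mean of its probe sets, and at −1.98 and −3.10 in the probe set with the highest mean level. Other members differed in direction, such as Cnn1, calponin, at 0.75 and −0.43, and Myh11, a myosin heavy chain, at 0.33 and 0.36, also named after their values were seen. Outside this list, Mgp stood at −3.22 in mtYAP, closer to control than in YAP.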

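Of the 248 genes above a log2 difference of 1 in YAP, 212 were also above 1 in mtYAP, and of the 229 below −1 in YAP, 198 were below −1 in mtYAP. Unchanged arrays sharing a control gave 49.2 and 48.9 such genes and independent lists 9.38 and 9.31. None lay above 1 in either and below −1 in the other, where unchanged arrays gave 0.675. Some gene groups of protein synthesis and amino acid supply stood above control in both. Of 69 genes of ribosome biogenesis, 31 lay above 1 in mtYAP and 9 in YAP, with medians of 0.96 and 0.52. Rrp12, an export factor of ribosomal subunits, stood at 2.04 and 1.02. Many of the MYC target genes are in this list too. Of 19 cytosolic aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, 10 and 6 lay above 1, with medians of 1.14 and 0.70. Wars, for tryptophan, stood at 2.20 and 1.23, Iars, for isoleucine, at 1.815 and 1.34, and Lars, for leucine, at 1.76 and 1.22. Of 11 genes of serine synthesis and one-carbon metabolism, 8 and 6 lay above 1, with medians of 1.46 and 1.15. Psph, the last enzyme of serine synthesis, stood at 3.10 and 1.97 and the mitochondrial folate enzymes Mthfd2 and Shmt2 at 2.325 and 1.515 and at 1.99 and 1.195. Of 8 other genes of amino acid synthesis, Cth, Asns, Gpt2, Got1 and Aldh18a1 lay above 1 in mtYAP, with list medians of 1.379 and 0.723. Asns, asparagine synthetase, stood at 2.015 and 1.575. All 4 of these medians lay above those of every random list in both comparisons. The 16 mitochondrial aminoacyl-tRNA synthetases had lower medians of 0.17 and 0.21, above 92.17% and 99.22% of random lists, and among them Yars2 alone lay above 1, at 1.135 in mtYAP.

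In Reactome, amino acid synthesis (13 genes) had medians of 1.378 in mtYAP and 0.55 in YAP, above every random list, mitochondrial translation (84 genes) of 0.26 and 0.12, above 99.99% and 98.31% of random lists, mRNA splicing (101 genes) of 0.18 and 0.11, above 99.59% and 95.69%, and translation elongation (49 genes) of 0.07 and 0.12, above only 70.5% and 90.98%. Across all genes, which are not independent replicates, both differences correlated at r = 0.806, where arrays without any change that share a control gave 0.501. The covariance was 0.190 against a simulated 0.0662, a difference of 0.123. Of the genes beyond 1 in either direction in mtYAP, 98.0% had the same sign in YAP, against 85.9% in the simulation. The median ratio of the YAP to the mtYAP difference was 0.55 over the genes above 1 in mtYAP, against 0.50 simulated, and 0.46 over those below −1. Part of these excesses may come from the single control array. From the GO terms of the genes common to both sets (Fig. 6c), the paper reasons that genes driving the cell cycle keep functioning in confluent cells that overexpress either form. From its comparisons of the datasets, the paper proposes that both forms act by similar mechanisms.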

Our data also show that cMYC is one of the major downstream effectors of YAP. Interestingly, a recent study showed that cMYC and YAP cooperatively activate genes that are critical for cellular proliferation^40^. Together these results indicate an interplay between YAP and cMYC in multiple aspects of tumorigenic transformation of immortalized and non-immortalized normal cells.

Previous studies have established that the expression of an oncogene such as activated *H-RAS* alone does not lead to tumorigenic transformation but instead induces senescence in non-immortalized mouse primary cells such as MEFs^32^. These primary cells require co-expression of a gene that induces immortalization together with expression of an oncogene for tumorigenic conversion. Since *YAP* is classified as an oncogene, we speculated that, like H-RAS, aberrantly activated YAP alone may induce tumorigenic transformation of immortalized NIH3T3 cells but not non-immortalized MEFs. However, expression of mtYAP alone was sufficient for inducing tumorigenic transformation in MEFs as well as in NIH3T3 cells (Fig. 7a,b), indicating that YAP not only exhibits oncogenic activity, but also shows immortalization-inducing activity. Alternatively, YAP may somehow mask the requirement of immortalization activity for tumorigenic transformation of non-immortalized primary cells. Although the precise molecular basis underlying the cellular transformation by YAP still remains elusive, we hope that our study provides important findings towards complete understanding of this process.

## Methods

### Antibodies and reagents

Antibodies used for western blotting and immunocytochemical analyses were as follows: anti-AKT (#9272), anti-YAP (#12395), anti-FOXO1 (#2880), anti-PTEN (#9559), anti-p53 (#2524), anti-HA (H3663), anti-β-actin (sc47778), anti-phosphorylated YAP (#13008), anti-phospho histone H3 (Ser10) (#9701), anti-phosphorylated AKT (threonine 308, #2965; serine 473, #9271), anti-phosphorylated FOXO1 (threonine 24 and 32, #9464), anti-cMYC (#5605), anti-E-cadherin (#3195), anti-N-cadherin (#14215) and anti-Merlin (#12888). All antibodies were purchased from Cell Signaling Technology, except for antibodies against HA-tag and β-actin, which were obtained from Sigma-Aldrich and Santa Cruz Biotechnology, respectively. The AKT inhibitor Mk2206 and SC66 from Selleckchem were used at final concentrations of 1 μM and 2 μg/ml respectively. The cMYC inhibitor 10058-F4 from Millipore was used at a final concentration of 64 μM. Phalloidin-iFluor 488 conjugate from Cayman Chemicals was used according to the manufacturer’s protocol.

### Cell culture

NIH3T3 cells were cultured with DMEM supplemented with 10% calf serum and MEFs were cultured with DMEM supplemented with 10% fetal calf serum. Both cell lines were cultured at 37 °C in a 5% CO_2_ incubator. MEFs were prepared from 14.5 dpc embryos of a C57BL/6 J mouse.

### Plasmid construction and establishment of stable cell lines

To construct retrovirus vectors of pMCs-IRES-Puro carrying mouse wild-type YAP, mutant YAP (S112A, mtYAP) or SV40 large T-antigen (LT), the IRES-EGFP region in pMCs-IRES-EGFP (Addgene) was replaced by the IRES-Puro fragment. The Gateway cassette B (ThermoFisher) was inserted in this plasmid. The coding sequence of mouse YAP, mtYAP, or LT followed by Flag-tag sequence was inserted into the pENTR1A vector (ThermoFisher). YAP, mtYAP and LT cDNAs were individually inserted into pMCs-Gateway cassette B using LR clonase (ThermoFisher). pMCs-IRES-Puro carrying either mouse wild-type YAP, mtYAP or LT or empty vector was individually transfected into Plat-E cells^41^ using FuGENE transfection reagent (Promega). At 2 days post-transfection, virus particle-containing medium was recovered and used to infect NIH3T3 cells or MEFs plated in cell culture dishes. At 2 days post-virus infection, virus-infected NIH3T3 cells or MEFs were selected with puromycin at a concentration of 1.5 μg/ml. The surviving cells were cultured and used for subsequent biological and biochemical analyses.

To construct the lentiviral expression vector for dominant negative mouse TEAD1 fused to HA-tagged hormone binding domain of human oestrogen receptor (DN-mTEAD1-HA-ERT2-IH), the IRES-hygromycin resistant gene fragment was first inserted into the CSII vector. The cDNA encoding the dominant negative TEAD1 mutant (Y431H), which is flanked by HA-tag and ERT2 sequences, was inserted upstream of the IRES-hygromycin resistant gene. The resultant vector (CSII-DN-mTEAD1-HA-ERT2-IH) was transfected into 293FT cells using FuGENE transfection reagent together with three packaging plasmids (pPL1, pPL2, and pVSVG). At 2 days post-transfection, virus particle-containing medium was recovered and used to infect NIH3T3 cells. On the following day, infected cells were cultured in the presence of hygromycin (300 μg/ml) for selection. Selected cells were cultured in the presence of hygromycin and used for subsequent analyses.

To construct the shRNA lentivirus vector for *Nf2* knockdown, the three sets of double-strand oligonucleotides shown in Supplemental Table 2 were each inserted into AgeI and EcoRI sites of the pLKO.1-puro vector^42^. The resultant vectors (sh1, sh2, or sh3) were used to generate lentiviruses as above, and the generated viruses were used to establish stable cell lines by infection of NIH3T3 cells followed by selection with puromycin (1.5 μg/ml).

### Anchorage-independent growth analyses

Cells suspended in 0.33% agarose with medium were poured on 0.5% agarose with medium. Cells in agarose were cultured in 5% CO_2_ at 37 °C for 4 weeks and then photos were taken under a microscope.

### Immunocytochemical analyses

Immunocytochemical analyses were conducted as described previously^43^. The primary and secondary antibodies used for immunochemical analyses are listed in Supplementary Table 1.

### Tumor formation assay

BALBcA/nu/nu mice were obtained from CLEA Japan, Inc. Two million cells (NIH3T3 cell lines or MEFs) were subcutaneously transplanted in 6–8-week-old BALBcA/nu/nu mice. This study was conducted in strict accordance with the international and institutional guidelines. The protocol for all animal experiments conducted in this study was approved by institutional review boards on the Ethics of Animal Experiments of the Saitama Medical University (permission number 261).

### Quantitative RT-PCR

cDNAs were generated by reverse transcription of RNA from NIH3T3 control or stable cells according to the manufacturer’s instructions. Quantitative RT-PCR was conducted with SYBR Green-based reactions on the StepOnePlus real-time PCR system (ThermoFisher). Primers were designed by the program of Universal ProbeLibrary Assay Design Center (Roche Lifescience). PCR primers are listed in Supplementary Table 2. Data were normalized to *ß-actin* expression levels.

To evaluate levels of miR-29a, miR-29b and miR-29c, total RNA including miRNA was purified from cells using the miRNeasy mini kit (QIAGEN). Reverse transcription was conducted using the TaqMan small RNA assay kit (ThermoFisher). Levels of miR-29a, miR-29b and miR-29c were quantified by TaqMan-based reactions using the StepOnePlus real-time PCR system and normalized to U6 snoRNA.

### Western blot analyses

Whole cell extracts were prepared in lysis buffer (50 mM Tris-Cl pH 7.5, 150 mM NaCl, 0.1% SDS, 0.5% deoxycholate), protein inhibitor cocktail (Nacalai, Japan) and phosphatase inhibitor cocktail (Pierce). Western blot analyses were conducted as described previously^43^. The primary antibodies used for western blotting are listed in Supplementary Table 1.

### Microarray analysis

Biotin-labelled cRNAs were synthesized and hybridized to Affymetrix GeneChip Mouse Genome 430 2.0 arrays according to the manufacturer’s instructions. Microarray expression data were background subtracted and normalized with the robust multiarray analysis method using statistical software R. Gene ontology (GO) analyses were conducted using DAVID (https://david.ncifcrf.gov).

### Statistical analyses

Statistically significant differences among three groups were examined by one-way ANOVA. The significant level was compensated by means of Bonferroni correction.

## Supplementary information

supplemental Figures and Tables

## Data Availability

DNA microarray data generated in this study were deposited in NCBI’s Gene Expression Omnibus under the accession number GSE103499.

## References

[1] Bishop JM (1987). The molecular genetics of cancer. Science.

[2] Hahn WC (1999). Creation of human tumour cells with defined genetic elements. Nature.

[3] Guerrero S (2000). K-ras codon 12 mutation induces higher level of resistance to apoptosis and predisposition to anchorage-independent growth than codon 13 mutation or proto-oncogene overexpression. Cancer Res..

[4] Zhao B, Li L, Lei Q, Guan KL (2010). The Hippo-YAP pathway in organ size control and tumorigenesis: an updated version. Genes Dev..

[5] Zhao B, Tumaneng K, Guan KL (2011). The Hippo pathway in organ size control, tissue regeneration and stem cell self-renewal. Nat. Cell Biol..

[6] Sudol M (1994). Yes-associated protein (YAP65) is a proline-rich phosphoprotein that binds to the SH3 domain of the Yes proto-oncogene product. Oncogene.

[7] Huang J, Wu S, Barrera J, Matthews K, Pan D (2005). The Hippo signaling pathway coordinately regulates cell proliferation and apoptosis by inactivating Yorkie, the Drosophila Homolog of YAP. Cell.

[8] Dong J (2007). Elucidation of a universal size-control mechanism in Drosophila and mammals. Cell.

[9] Zhao B (2007). Inactivation of YAP oncoprotein by the Hippo pathway is involved in cell contact inhibition and tissue growth control. Genes Dev..

[10] Yu FX (2012). Regulation of the Hippo-YAP pathway by G-protein-coupled receptor signaling. Cell.

[11] Zhao B (2008). TEAD mediates YAP-dependent gene induction and growth control. Genes Dev..

[12] Yagi R, Chen LF, Shigesada K, Murakami Y, Ito Y (1999). A WW domain-containing yes-associated protein (YAP) is a novel transcriptional co-activator. EMBO J..

[13] Imajo M, Ebisuya M, Nishida E (2015). Dual role of YAP and TAZ in renewal of the intestinal epithelium. Nat. Cell Biol..

[14] Strano S (2005). The transcriptional coactivator Yes-associated protein drives p73 gene-target specificity in response to DNA Damage. Mol. Cell.

[15] Rosenbluh J (2012). beta-Catenin-driven cancers require a YAP1 transcriptional complex for survival and tumorigenesis. Cell.

[16] Zanconato F (2015). Genome-wide association between YAP/TAZ/TEAD and AP-1 at enhancers drives oncogenic growth. Nat. Cell Biol..

[17] Ye X, Deng Y, Lai ZC (2012). Akt is negatively regulated by Hippo signaling for growth inhibition in Drosophila. Dev. Biol..

[18] Tumaneng K (2012). YAP mediates crosstalk between the Hippo and PI(3)K-TOR pathways by suppressing PTEN via miR-29. Nat. Cell Biol..

[19] Manning BD, Toker A (2017). AKT/PKB Signaling: Navigating the Network. Cell.

[20] Linardopoulos S (1995). Deletion and altered regulation of p16INK4a and p15INK4b in undifferentiated mouse skin tumors. Cancer Res..

[21] Nishioka N (2009). The Hippo signaling pathway components Lats and Yap pattern Tead4 activity to distinguish mouse trophectoderm from inner cell mass. Dev. Cell.

[22] Pan D (2010). The hippo signaling pathway in development and cancer. Dev. Cell.

[23] Ota M, Sasaki H (2008). Mammalian Tead proteins regulate cell proliferation and contact inhibition as transcriptional mediators of Hippo signaling. Development.

[24] Vivanco, I. *et al*. A kinase-independent function of AKT promotes cancer cell survival. *Elife***3** (2014).10.7554/eLife.03751PMC433762425551293

[25] Cusimano A (2015). Cytotoxic activity of the novel small molecule AKT inhibitor SC66 in hepatocellular carcinoma cells. Oncotarget.

[26] Andjelkovic M (1997). Role of translocation in the activation and function of protein kinase B. J. Biol. Chem..

[27] Blackwood EM, Eisenman RN (1991). Max: a helix-loop-helix zipper protein that forms a sequence-specific DNA-binding complex with Myc. Science.

[28] Huang MJ, Cheng YC, Liu CR, Lin S, Liu HE (2006). A small-molecule c-Myc inhibitor, 10058-F4, induces cell-cycle arrest, apoptosis, and myeloid differentiation of human acute myeloid leukemia. Exp. Hematol..

[29] Fossdal R (2004). A novel TEAD1 mutation is the causative allele in Sveinsson’s chorioretinal atrophy (helicoid peripapillary chorioretinal degeneration). Hum. Mol. Genet..

[30] Li Z (2010). Structural insights into the YAP and TEAD complex. Genes Dev..

[31] Kamijo T (1997). Tumor suppression at the mouse INK4a locus mediated by the alternative reading frame product p19ARF. Cell.

[32] Serrano M, Lin AW, McCurrach ME, Beach D, Lowe SW (1997). Oncogenic ras provokes premature cell senescence associated with accumulation of p53 and p16INK4a. Cell.

[33] Campisi J, d’Adda di Fagagna F (2007). Cellular senescence: when bad things happen to good cells. Nat. Rev. Mol. Cell Biol..

[34] Bellacosa A, Lazo PA, Bear SE, Tsichlis PN (1991). The rat leukocyte antigen MRC OX-44 is a member of a new family of cell surface proteins which appear to be involved in growth regulation. Mol. Cell. Biol..

[35] Coffer PJ, Woodgett JR (1991). Molecular cloning and characterisation of a novel putative protein-serine kinase related to the cAMP-dependent and protein kinase C families. Eur. J. Biochem..

[36] Jones PF, Jakubowicz T, Pitossi FJ, Maurer F, Hemmings BA (1991). Molecular cloning and identification of a serine/threonine protein kinase of the second-messenger subfamily. Proc Natl Acad Sci USA.

[37] Saxton RA, Sabatini DM (2017). mTOR Signaling in Growth, Metabolism, and Disease. Cell.

[38] Webb AE, Brunet A (2014). FOXO transcription factors: key regulators of cellular quality control. Trends Biochem. Sci..

[39] Mayer IA, Arteaga CL (2016). The PI3K/AKT Pathway as a Target for Cancer Treatment. Annu. Rev. Med..

[40] Croci O (2017). Transcriptional integration of mitogenic and mechanical signals by Myc and YAP. Genes Dev..

[41] Kitamura T (2003). Retrovirus-mediated gene transfer and expression cloning: powerful tools in functional genomics. Exp Hematol.

[42] Stewart SA (2003). Lentivirus-delivered stable gene silencing by RNAi in primary cells. RNA.

[43] Suzuki A (2016). Loss of MAX results in meiotic entry in mouse embryonic and germline stem cells. Nat Commun.

# Supplementary material for: Transformation of normal cells by aberrant activation of YAP via cMyc with TEAD
**Source:** Sci Rep. 2019 Jul 29;9:10933. doi: 10.1038/s41598-019-47301-6
**Supplement:** Supplementary file 1 — supplemental Figures and Tables

## **Supplementary information**

**Transformation of normal cells by aberrant activation of YAP via cMyc with TEAD.**

**Masazumi Nishimoto, Kousuke Uranishi, Masamitsu N. Asaka, Ayumu Suzuki, Yosuke Mizuno, Masataka Hirasaki, Akihiko Okuda**

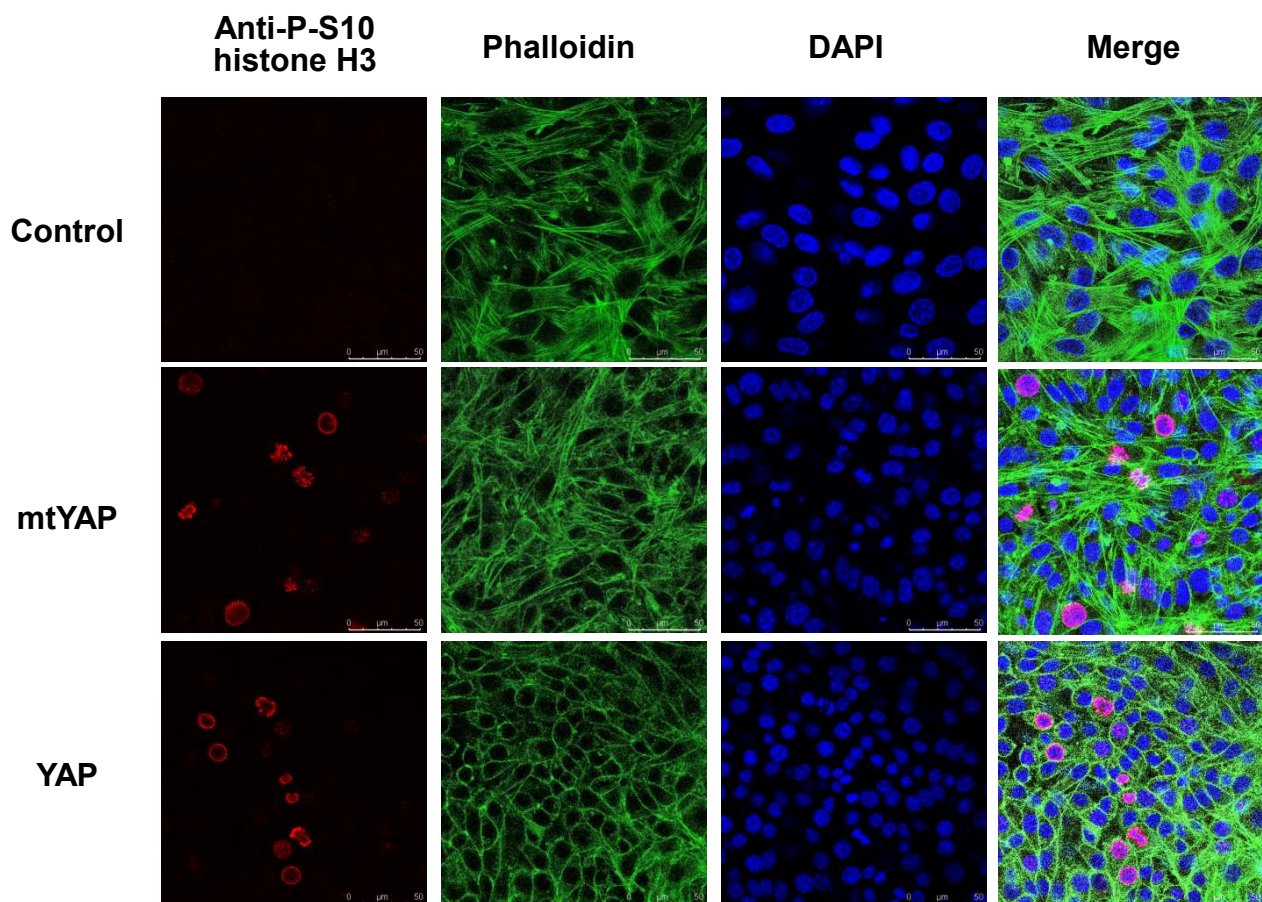

**Supplemental Figure 1. Immunocytochemical analyses of phospho-histone H3 in control NIH3T3 cells and cells expressing YAP or mtYAP under confluent conditions.** Two days after cells reached confluent conditions, cells were immunostained with anti-phospho-histone H3 (Ser 10). To confirm that cells were under confluent conditions, phalloidin conjugated with iFour 488 dye was used to visualize actin filaments.

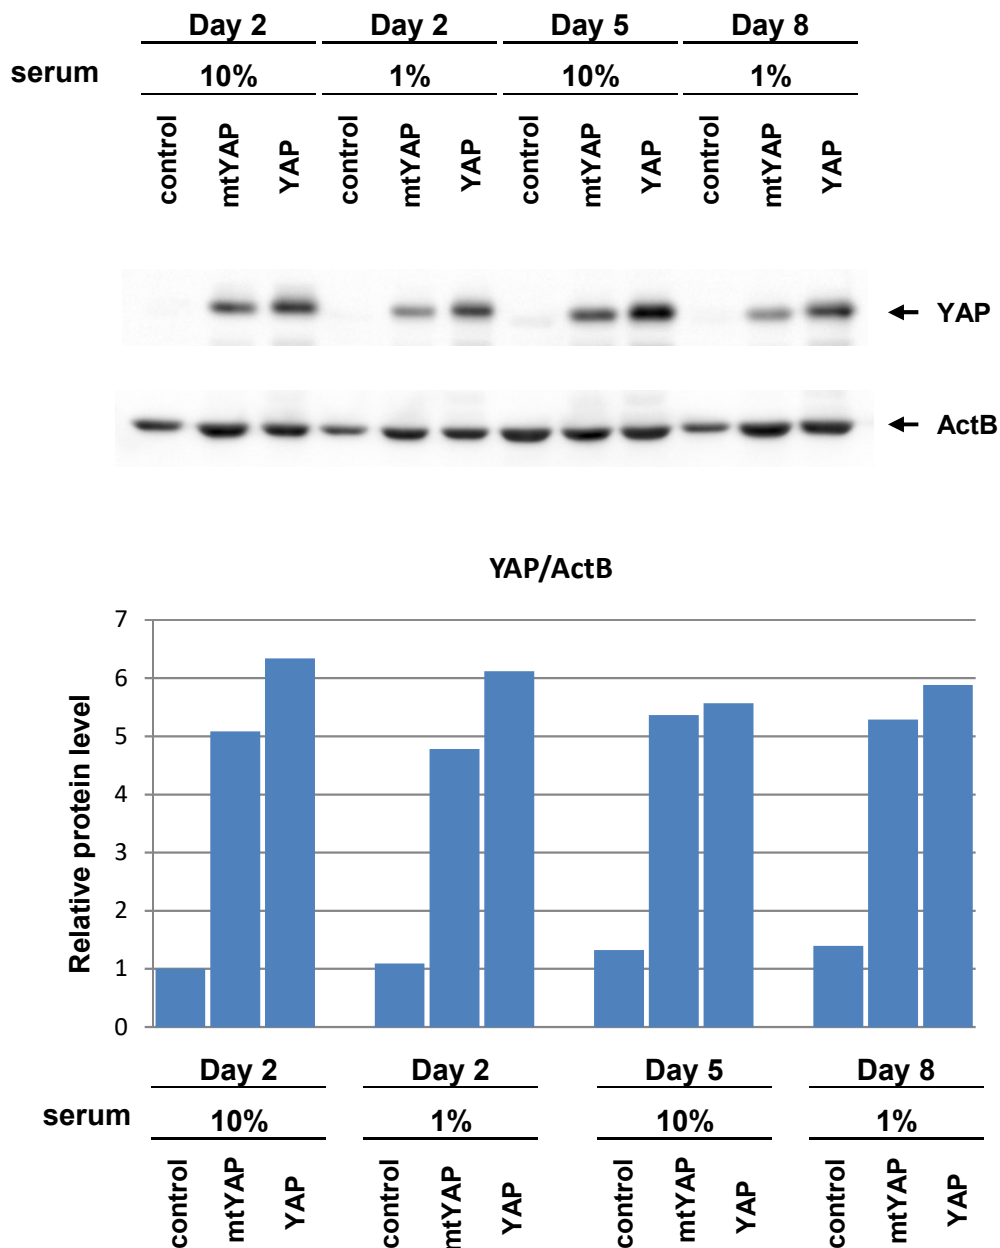

**Supplemental Figure 2. Western blot analyses to examine the effect of cell density and serum levels on stabilization of YAP protein.** Control NIH3T3 cells and cells overexpressing wild-type YAP or mtYAP were cultured with normal (10%) or low (1%) serum conditions. Whole cell extracts were prepared after two days (subconfluent condition) or five days (confluent condition) post transfer. YAP and ActB protein levels were examined by western blot analyses. Graph shows relative protein levels of YAP at various conditions normalized using ActB protein levels as an internal control. Protein level of YAP in control cells at day 2 is arbitrarily set to one.

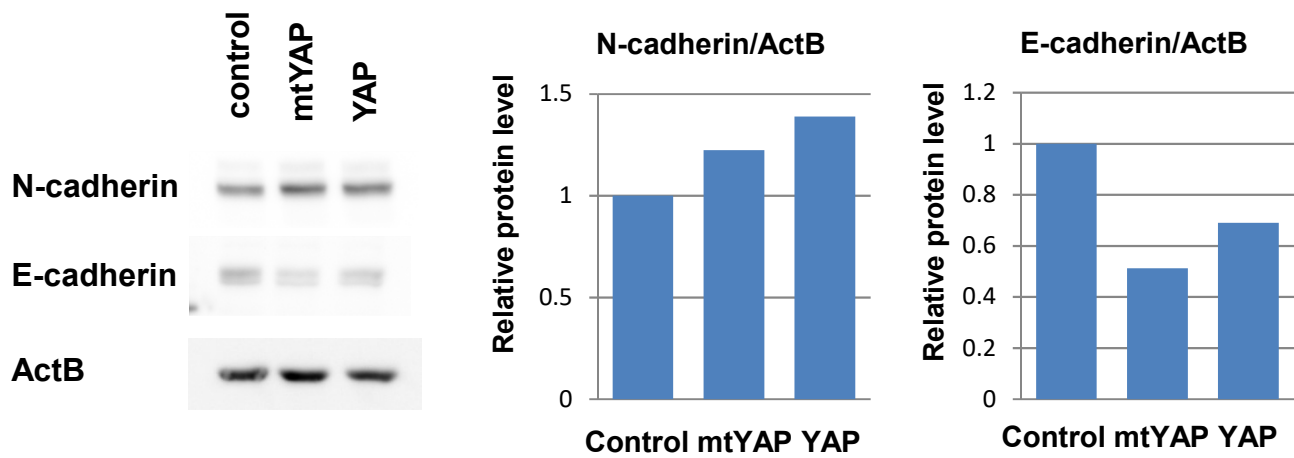

**Supplemental Figure 3. Western blot analyses of N-cadherin and E-cadherin in control NIH3T3 cells and cells overexpressing wild-type YAP or mtYAP.** Whole cell extracts were prepared from the indicated cells and protein levels of N-cadherin and E-cadherin proteins were assessed by western blot analyses. Graph shows the relative protein levels of N-cadherin and E-cadherin proteins normalized using ActB protein levels as an internal control.

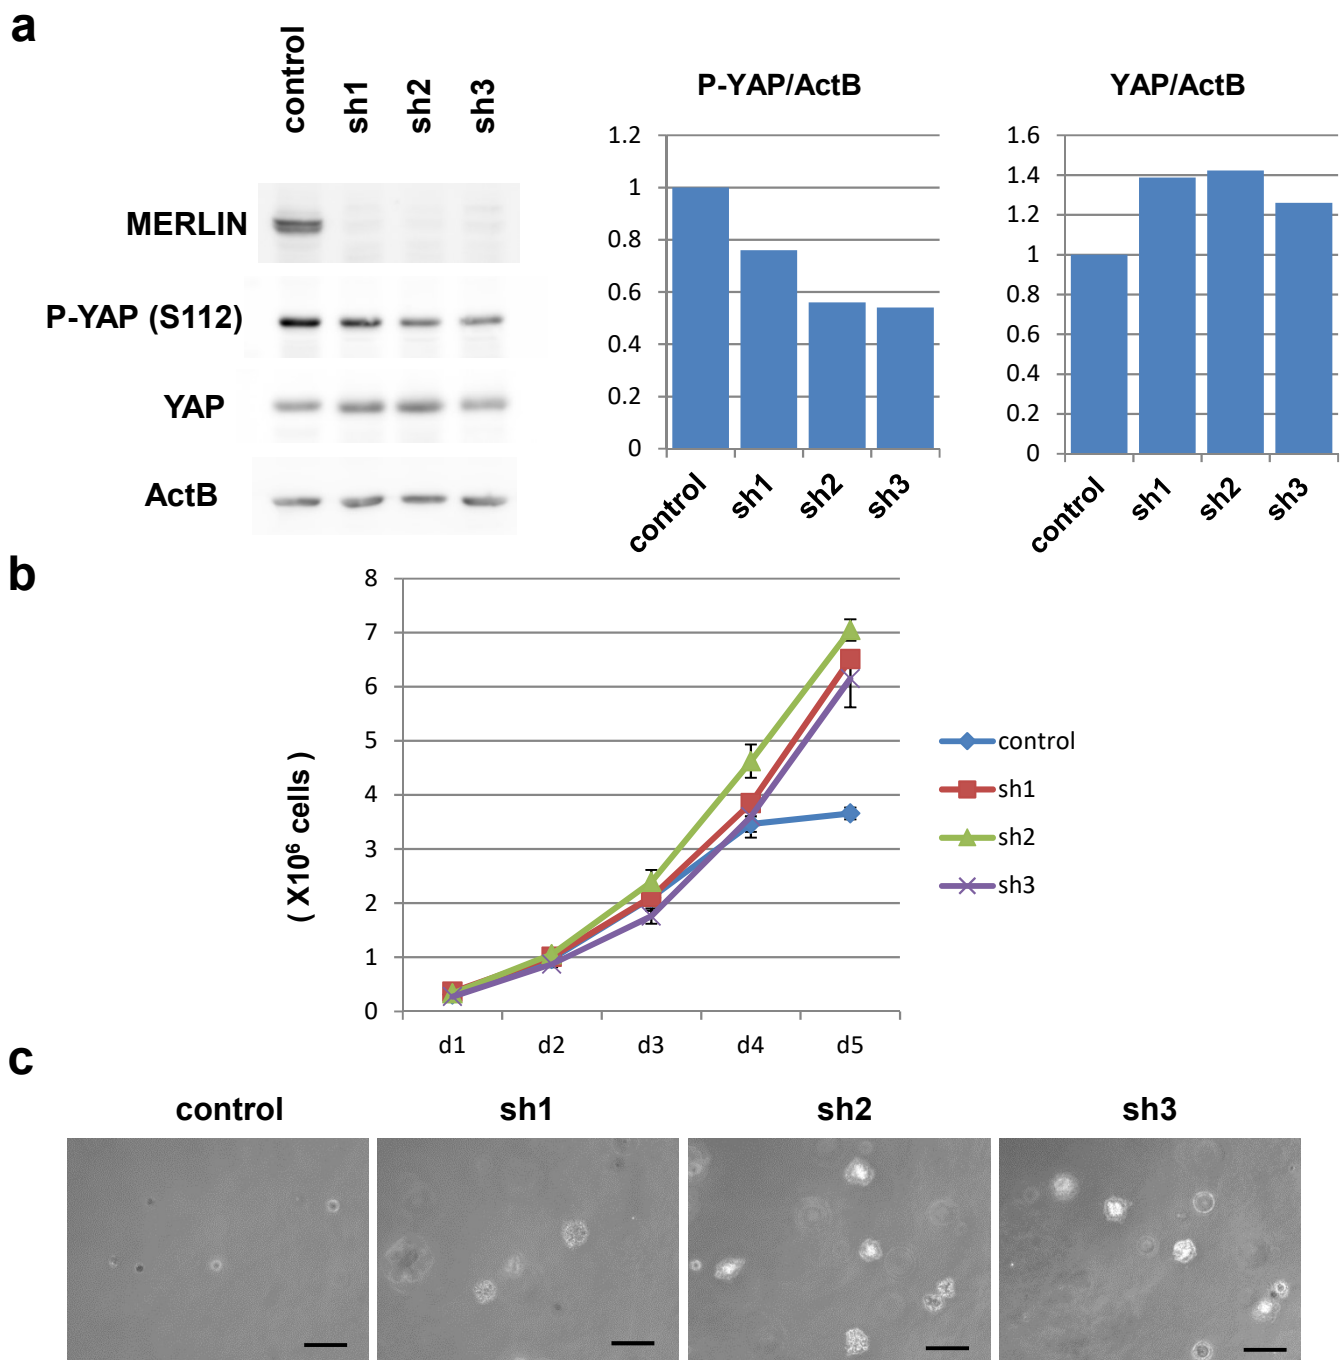

**Supplemental Figure 4. The effect of deficiency of MERLIN on YAP activity. a.** Western blot analyses to examine the effect of decrease in protein levels of MERLIN caused by *Nf2* gene knockdown on stability and phosphorylation of YAP. Three different lentivirus vectors (sh1, sh2 and sh3) for the knockdown were generated using oligonucleotides shown in Supplemental Table 2. Total and phosphorylated YAP protein levels were normalized using ActB protein levels as an internal control and the calculated data are shown as a bar graph. **b.** Growth curve of control NIH3T3 cells and cells with *Nf2* gene expression knock down with lentivirus vectors sh1, sh2 or sh3. **c.** Control NIH3T3 cells and cells subjected to *Nf2* gene knockdown by sh1, sh2 or sh3 were grown on agarose and colonies were observed by microscopy. The scale bar indicates 100  $\mu$ m.

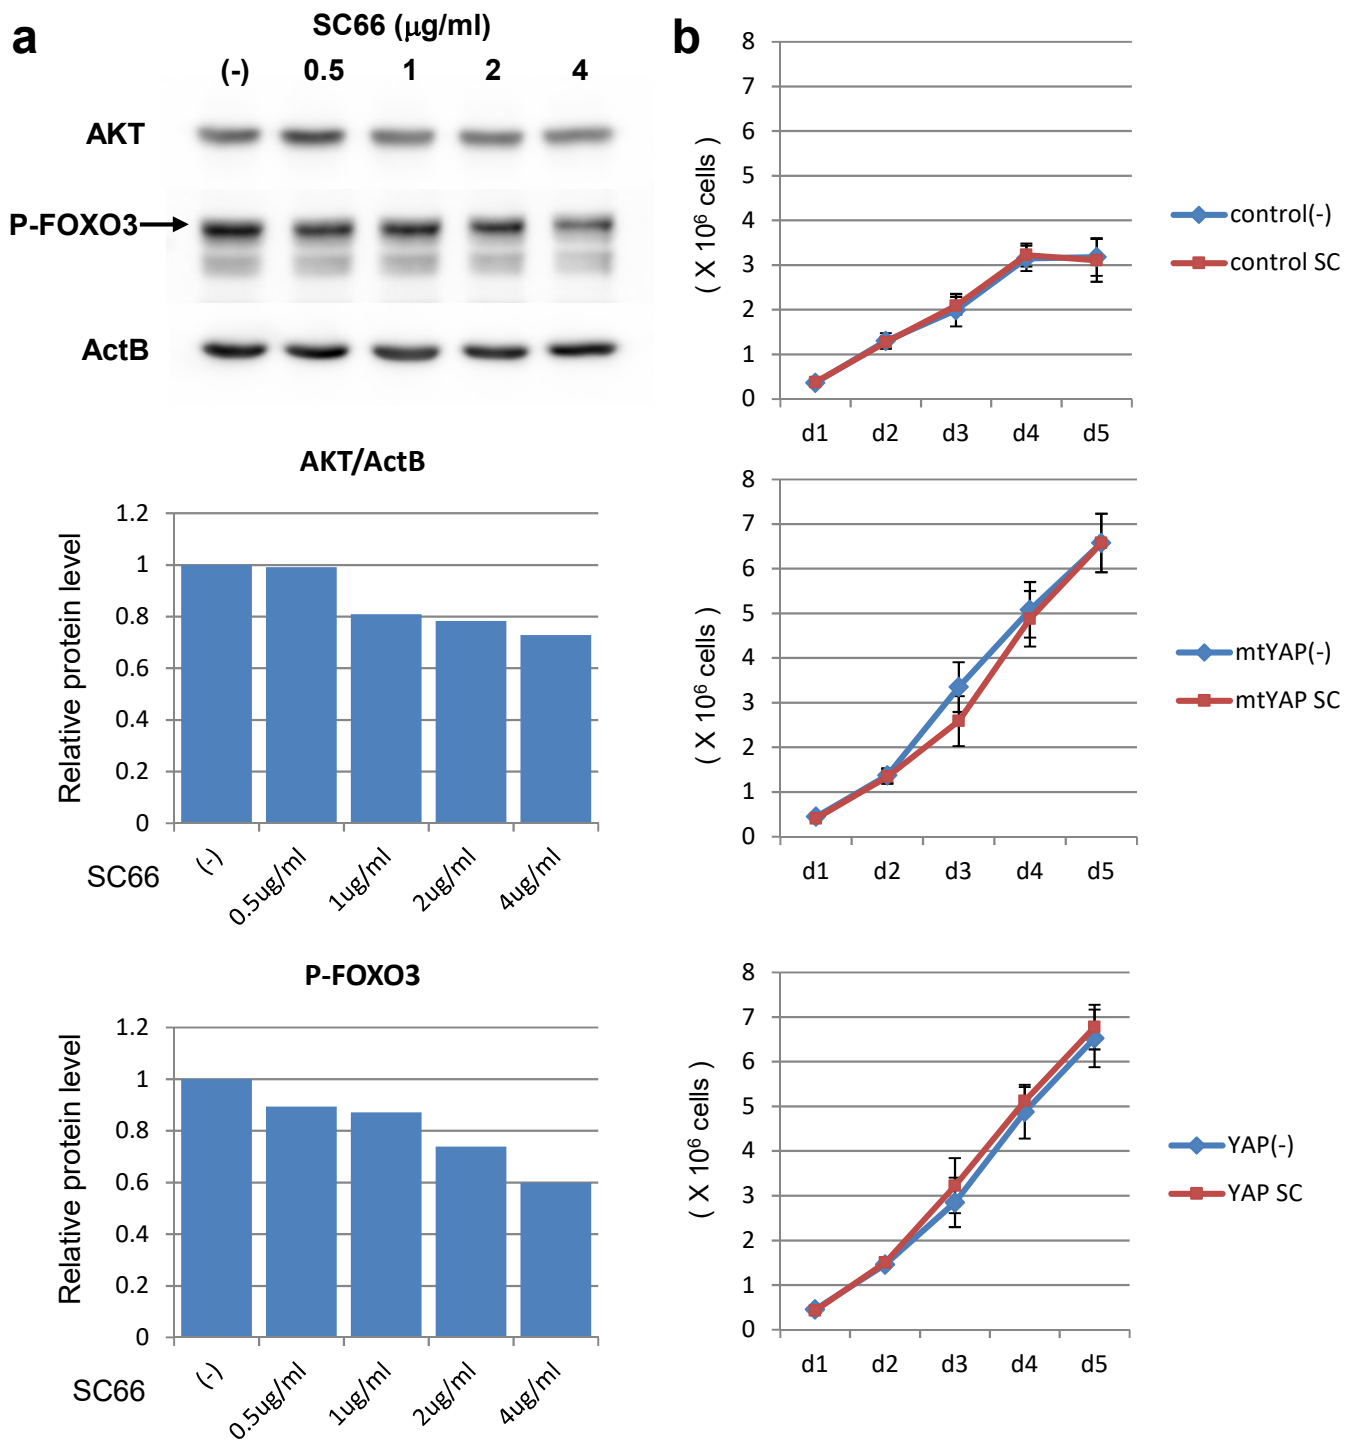

**Supplemental Figure 5. The effect of SC66, an allosteric inhibitor against AKT, on the growth of controls NIH3T3 cells and cells overexpressing wild-type YAP or mtYAP.** **a.** Western blot analyses of AKT and phosphorylated FOXO3 in NIH3T3 cells treated with SC66 at the indicated concentration. Protein levels of AKT and phosphorylated FOXO3 were normalized using ActB protein levels as an internal control and the calculated data are shown in graphs. **b.** Growth curve of control NIH3T3 cells and cells overexpressing wild-type YAP or mtYAP treated with or without SC66 (2  $\mu\text{g/ml}$ ).

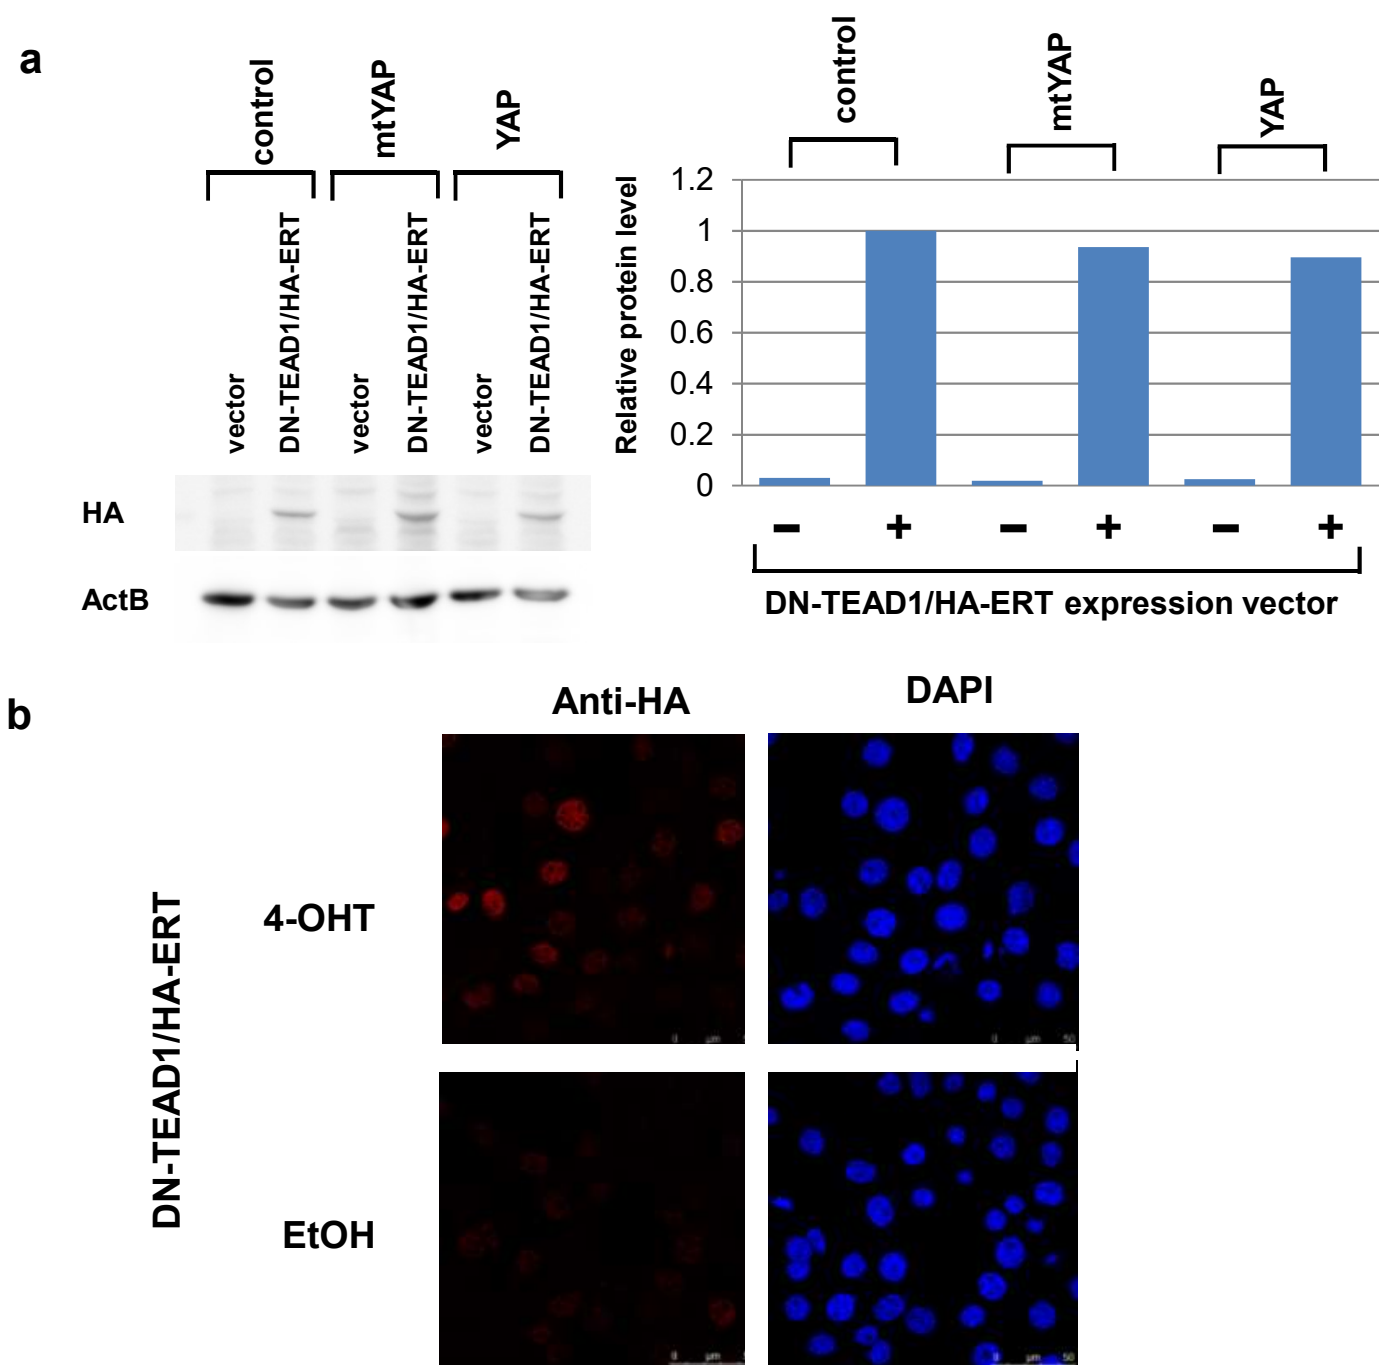

**Supplemental Figure 6. Detection of dominant negative TEAD1/HA-ERT fusion protein and its nuclear localization by 4-OHT treatment.** **a.** Whole cell extracts were prepared from control NIH3T3 cells and cells overexpressing wild-type YAP or mtYAP in which expression vector for DN-TEAD1/HA-ERT or empty vector was stably introduced. Lysates were used to detect DN-TEAD1/HA-ERT by western blot using anti-HA antibody. The protein levels of DN-TEAD1/HA-ERT were normalized using ActB protein levels as an internal control and calculated data are shown as a bar graph. **b.** NIH3T3 cells in which HA-tagged DN-TEAD1-ERT fusion protein was overexpressed were treated with 4-hydroxytamoxifen (4-OHT) at 0.5  $\mu$ M or only ethanol and then immunostained with anti-HA antibody.

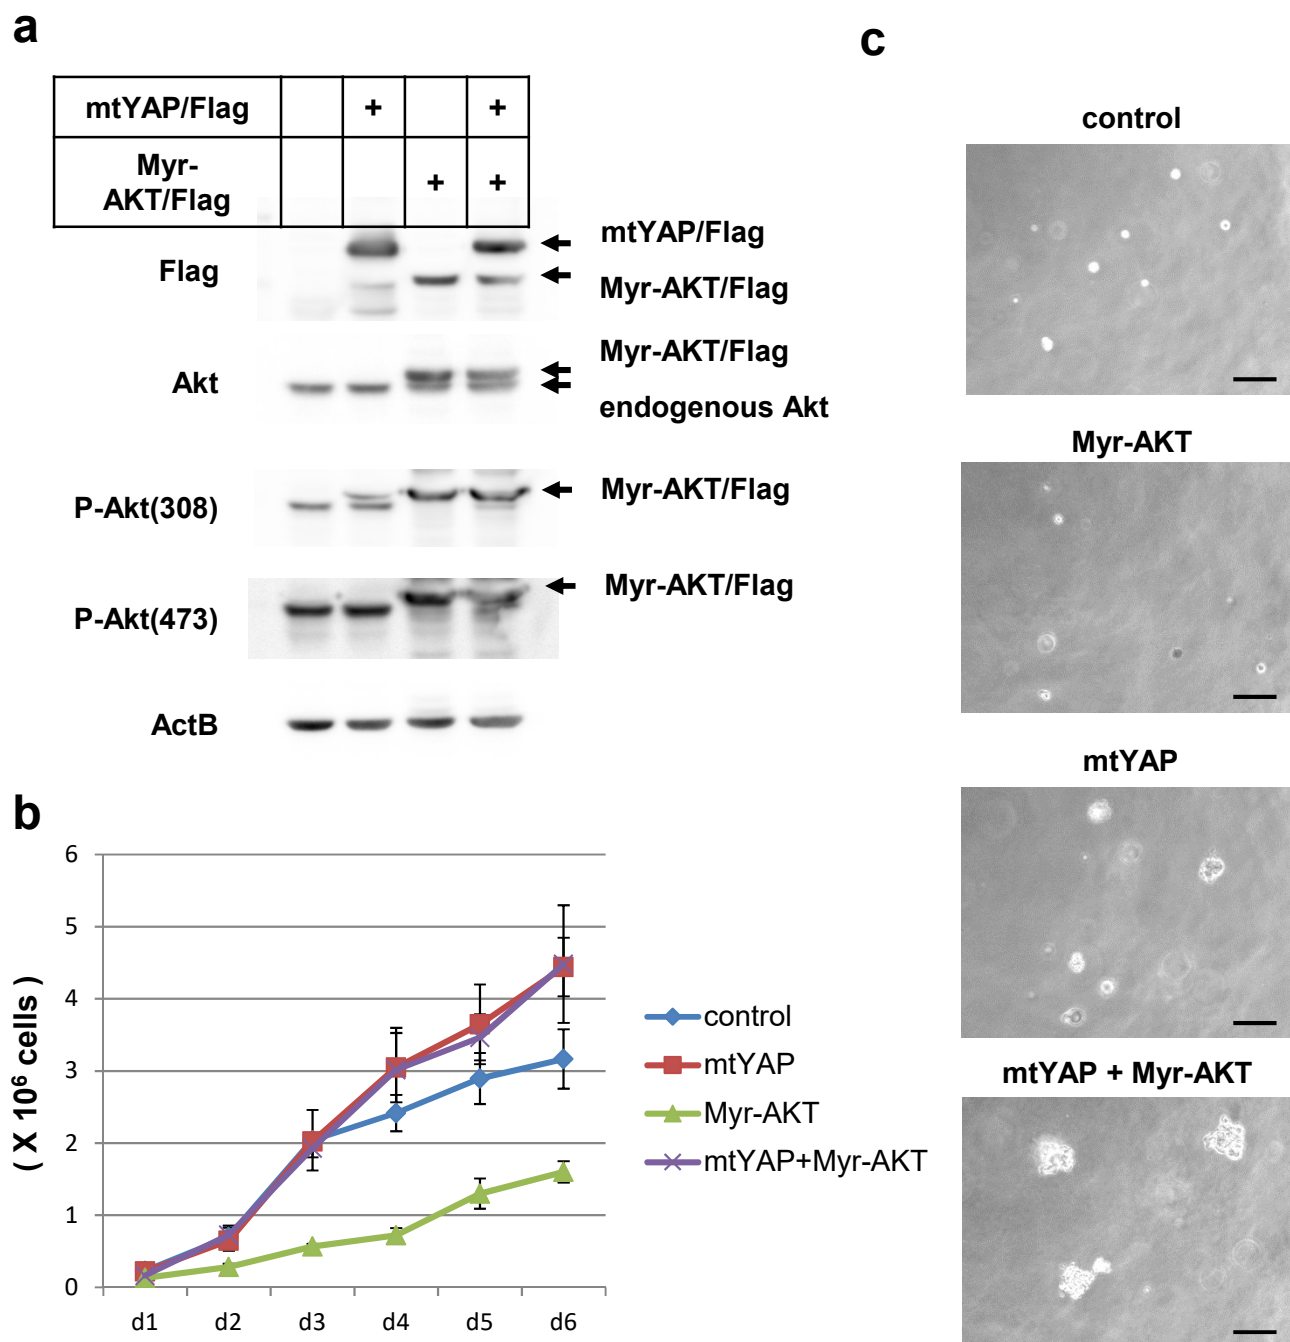

**Supplemental Figure 7. Exploration of the possibility of functional cooperation between constitutively active AKT and YAP.** **a.** Phosphorylation of Myr-AKT at threonine 308 and serine 473 of AKT were examined by western blot analyses using specific antibodies that recognize phosphorylated serine residues of AKT. **b.** Growth curve of control NIH3T3 cells and cells overexpressing mtYAP and/or Myr-AKT. **c.** Control NIH3T3 cells and cells overexpressing mtYAP and/or Myr-AKT were grown on agarose and anchorage independent growth was examined by monitoring colony formation under a microscope. The scale bar indicates 100  $\mu$ m.

|       | Passage 7 |   |   |   | Passage 32 |   |   |   |
|-------|-----------|---|---|---|------------|---|---|---|
| LT    |           | + |   | + |            | + |   | + |
| mtYAP |           |   | + | + |            |   | + | + |

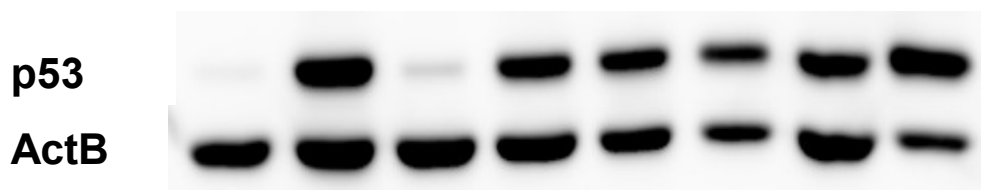

**Supplemental Figure 8. Expression of p53 in control MEFs and cells overexpressing LT and/or mtYAP.** Whole cell extracts were prepared from control MEFs and cells overexpressing LT and/or mtYAP at passage 7 and 32, and western blot analyses were performed for p53 levels. Control MEFs and cells overexpressing mtYAP alone showed accumulation of p53 protein at passage 32, but not at passage 7, confirming that these cells are non-immortalized cells and show senescence with relatively long culture. We also noted a prominent accumulation of p53 protein in MEFs overexpressing LT alone and those overexpressing LT and mtYAP at both short (passage 7) and long culture (passage 32). Since LT interacts with p53 and immortalizes normal cells, these results indicate that accumulation of p53 in LT-expressing MEFs at passage 7 does not indicate senescence, reflect the stabilizing effect of LT on p53.

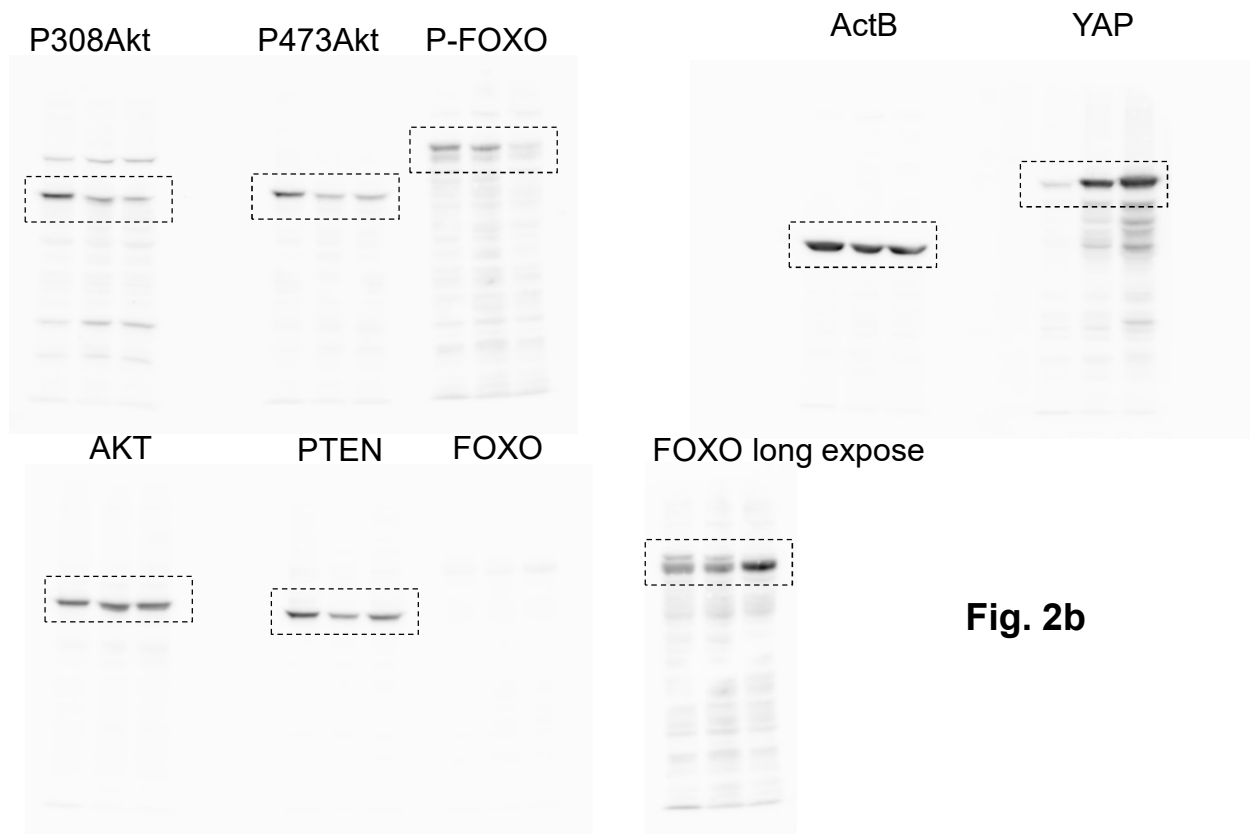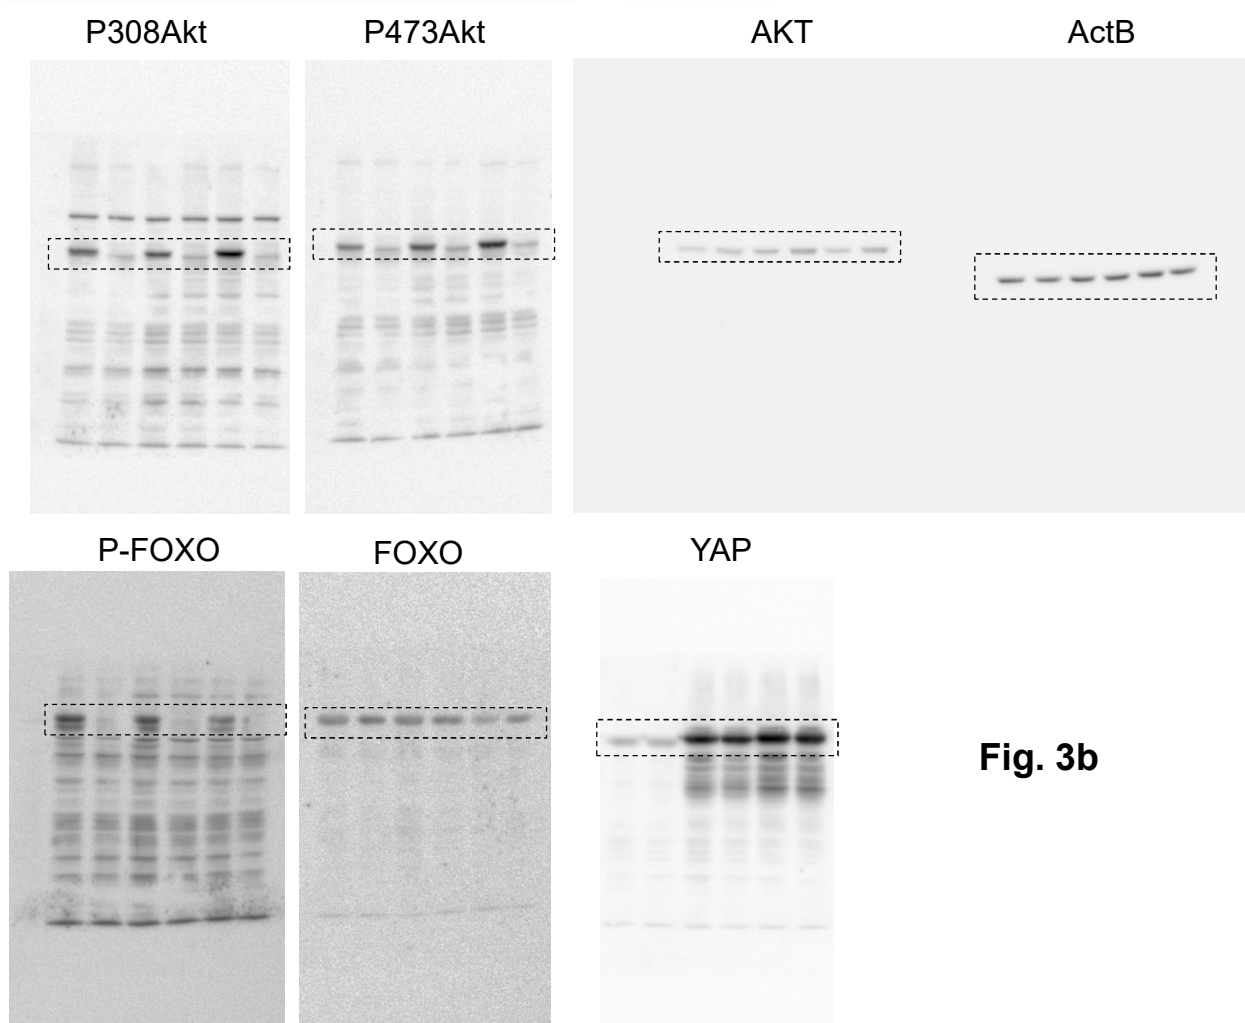

**Fig. 7c**

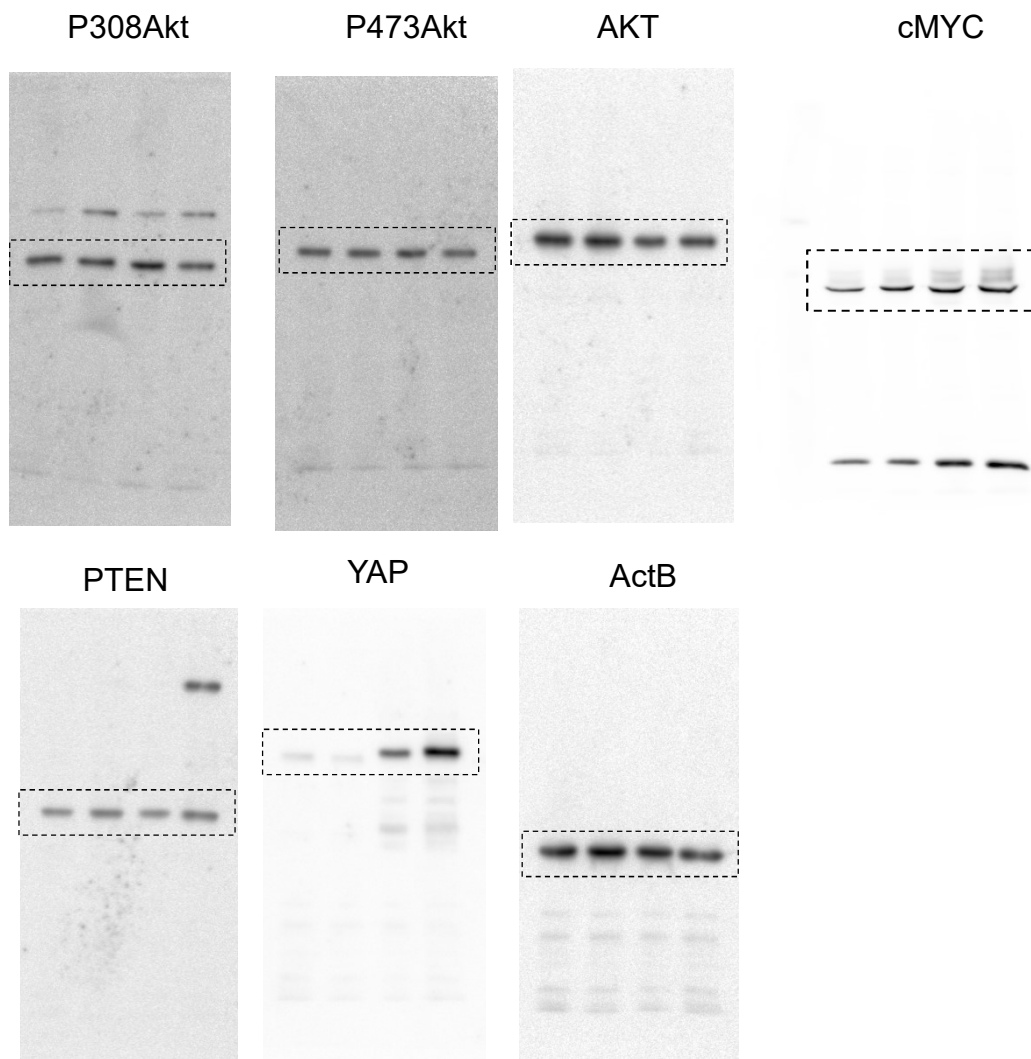

**Fig S1**

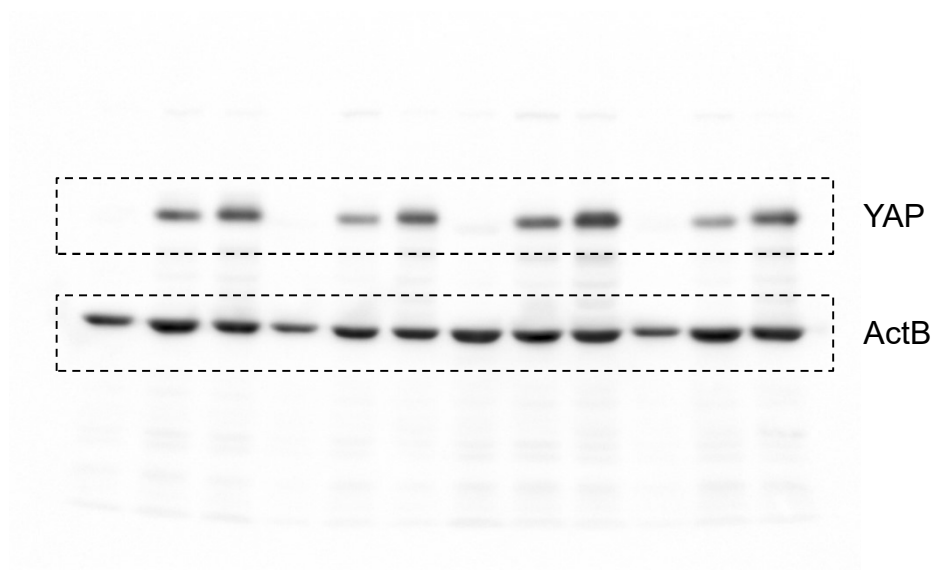

Fig S3

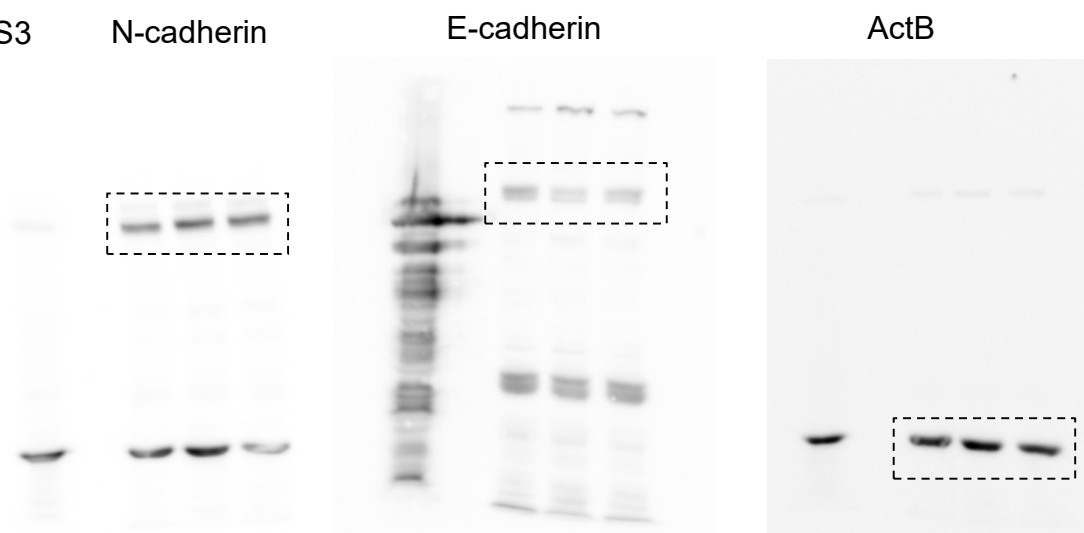

Fig S4

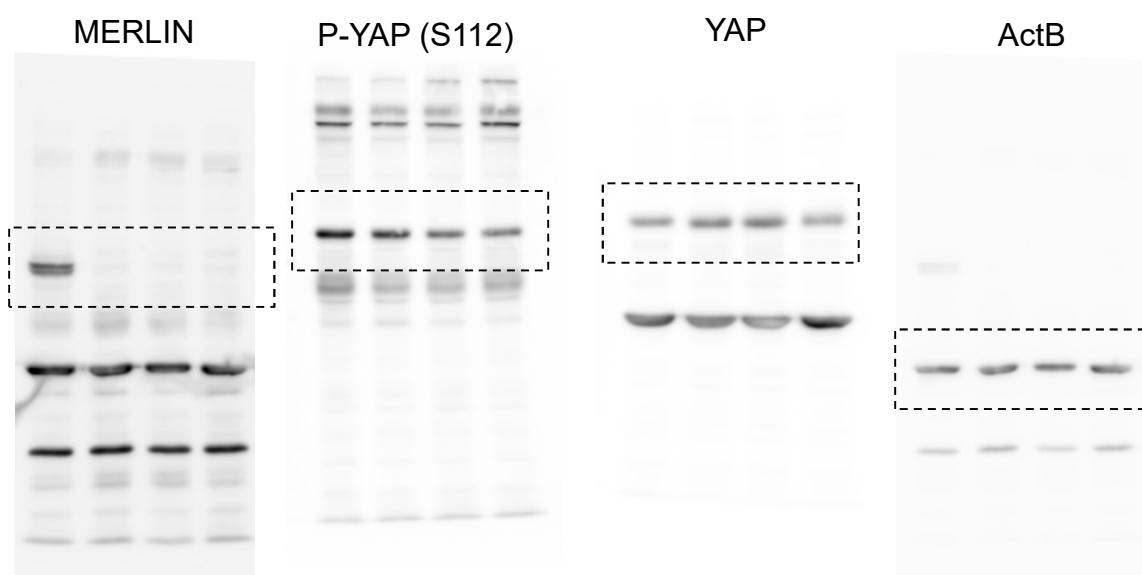

Fig S5

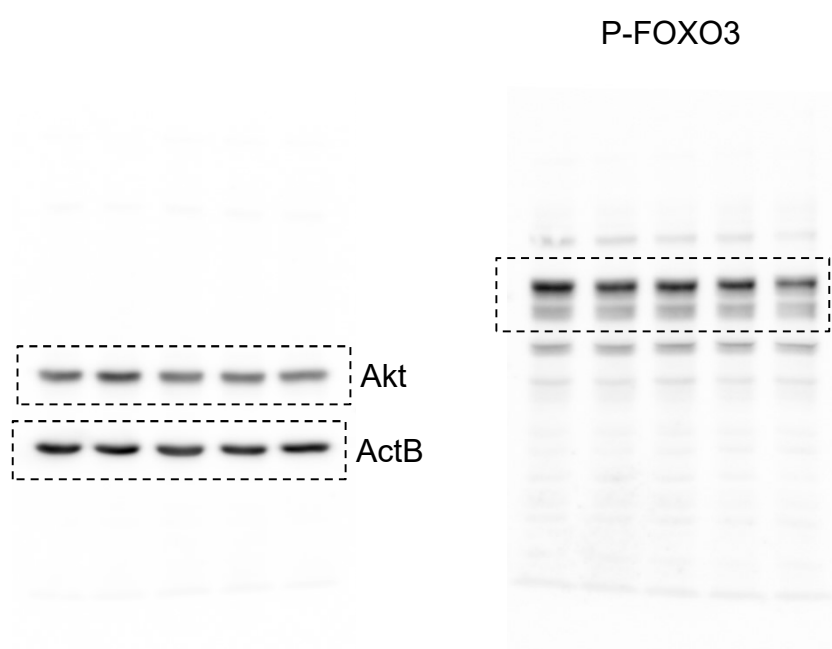

**Fig. S6**

**HA**

**ActB**

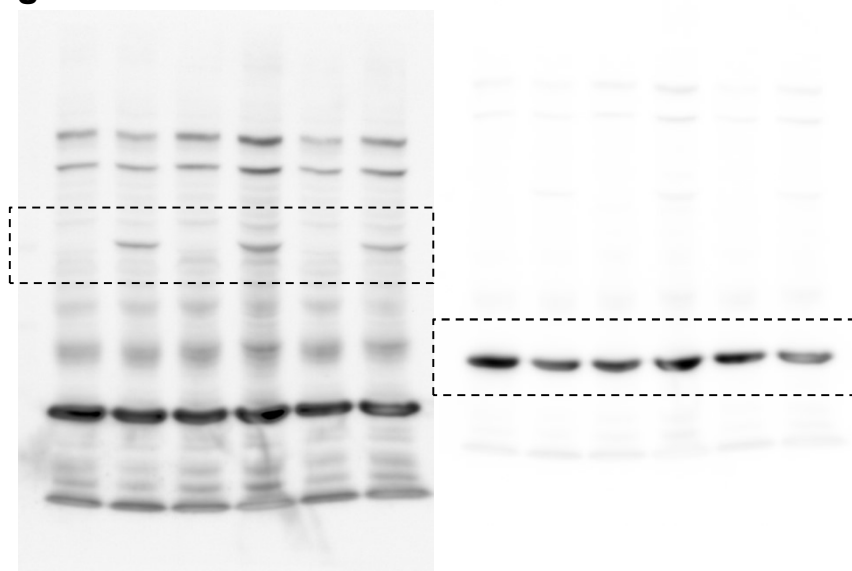

**Fig. S7**

**Flag**

**P-AKT (473)**

**P-AKT (308)**

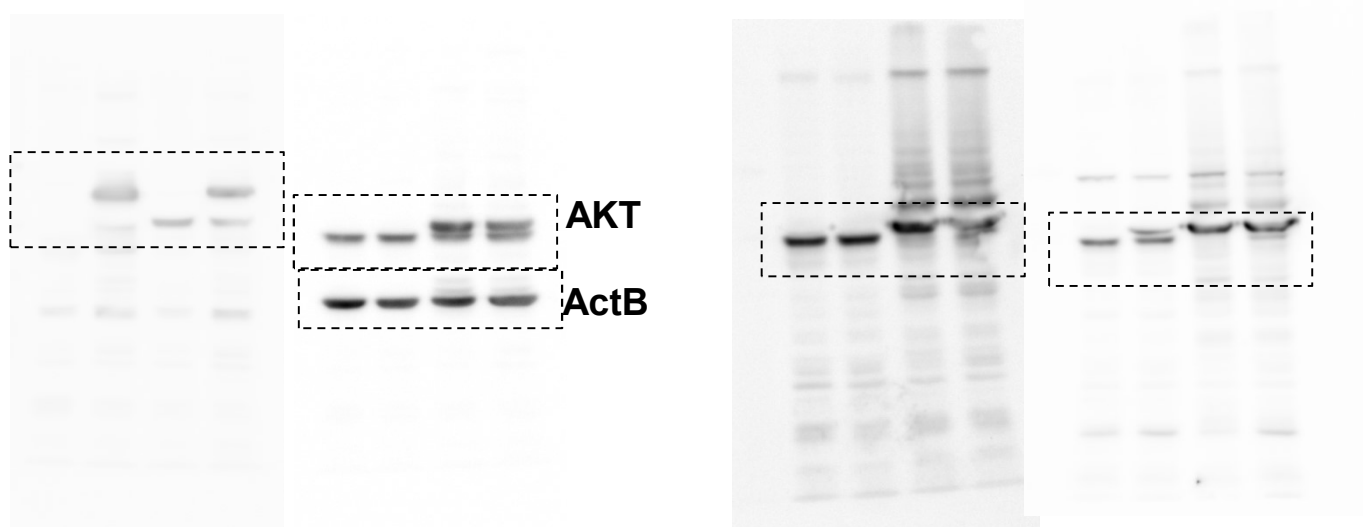

**Fig. S8**

**p53**  
**ActB**

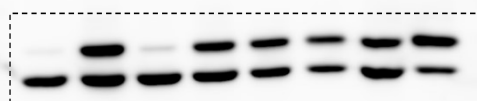

**Supplementary Table 1. Primers used for qRT-PCR**

| Target RNA     | Forward Primer          | Revers Primer          | Product Size (bp) |
|----------------|-------------------------|------------------------|-------------------|
| Ctgf           | TGACCTGGAGGAAAACATTAAGA | AGCCCTGTATGTCTTCACACTG | 112               |
| Serpine1       | AGGATCGAGGTAAACGAGAGC   | GCGGGCTGAGATGACAAA     | 66                |
| cMyc           | TTTGTCTATTTGGGGACAGTGTT | CATCGTCGTGGCTGTCTG     | 128               |
| Ccdn2          | GGCCAAGATCACCCACACT     | ATGCTGCTCTTGACGGAAC    | 103               |
| $\beta$ -actin | CTAAGGCCAACCGTGAAAAG    | ACCAGAGGCATACAGGGACA   | 104               |

**Supplementary Table 2. Design of shRNA expression vector for Merlin knockdown.**

|            | sequence                                                 |
|------------|----------------------------------------------------------|
| Merlin sh1 | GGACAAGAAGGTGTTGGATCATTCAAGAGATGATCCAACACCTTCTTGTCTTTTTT |
| Merlin sh2 | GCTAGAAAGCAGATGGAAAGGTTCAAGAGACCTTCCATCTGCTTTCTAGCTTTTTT |
| Merlin sh3 | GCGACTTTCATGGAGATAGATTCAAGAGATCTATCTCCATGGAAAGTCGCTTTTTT |

**Supplementary Table 3. Antibodies used for immunoblotting and immunofluorescence**

| <b>Target protein</b>                          | <b>Supplier</b>                  | <b>Dilution Immuno-blotting</b> | <b>Dilution Immuno-fluorescence</b> |
|------------------------------------------------|----------------------------------|---------------------------------|-------------------------------------|
| Akt                                            | #9272-Cell Signaling Technology  | 1:1000                          |                                     |
| Phospho-Akt (Ser473)                           | #9271-Cell Signaling Technology  | 1:1000                          |                                     |
| Phospho-Akt (Thr308)                           | #2965-Cell Signaling Technology  | 1:1000                          |                                     |
| FoxO1                                          | #2880-Cell Signaling Technology  | 1:1000                          |                                     |
| Phospho-FoxO1 (Thr24)<br>PhosphoFoxO3a (Thr32) | #9464-Cell Signaling Technology  | 1:1000                          |                                     |
| PTEN                                           | #9559-Cell Signaling Technology  | 1:1000                          |                                     |
| Yap                                            | #12395-Cell Signaling Technology | 1:1000                          | 1:400                               |
| p53                                            | #2524-Cell Signaling Technology  | 1:1000                          |                                     |
| cMyc                                           | #5605-Cell Signaling Technology  | 1:1000                          |                                     |
| Phospho-Histone H3 (Ser10)                     | #9701-Cell Signaling Technology  |                                 | 1:400                               |
| E-cadherin                                     | #3195-Cell Signaling Technology  | 1:1000                          |                                     |
| N-cadherin                                     | #14215-Cell Signaling Technology | 1:1000                          |                                     |
| Merlin                                         | #12888-Cell Signaling Technology | 1:1000                          |                                     |
| β-actin                                        | sc47778-SANTACRUZ Technology     | 1:1000                          |                                     |
| HA-tag                                         | H3663-Sigma-Aldrich              |                                 | 1:1000                              |
| Alexa-594 conjugated anti-mouse IgG            | A11005-Thermo Fisher Scientific  |                                 | 1:400                               |
| HRP conjugated anti-mouse IgG                  | #7076-Cell Signaling Technology  | 1:3000                          |                                     |
| HRP conjugated anti-rabbit IgG                 | #7074-Cell Signaling Technology  | 1:3000                          |                                     |

## Supplemental Table 4

|    | 512 common genes     | mtYAP / control (log2) | YAP / control (log2) |
|----|----------------------|------------------------|----------------------|
| 1  | Car6                 | 6.84                   | 5.73                 |
| 2  | Fgf21;<br>LOC1052424 | 5.85                   | 2.21                 |
| 3  | Cth                  | 5.55                   | 3.78                 |
| 4  | Cdsn                 | 4.97                   | 3.98                 |
| 5  | Paqr3                | 4.79                   | 3.75                 |
| 6  | Stbd1                | 4.54                   | 1.88                 |
| 7  | Plscr2               | 4.4                    | 1.53                 |
| 8  | Ankrd1               | 4.23                   | 2.8                  |
| 9  | Msln                 | 4.18                   | 3.6                  |
| 10 | Ppp1r15a             | 3.88                   | 2.3                  |
| 11 | Cyp3a13              | 3.66                   | 3.2                  |
| 12 | Sema3c               | 3.635                  | 2.375                |
| 13 | Gadd45a              | 3.58                   | 2.3                  |
| 14 | Trib3                | 3.57                   | 2.85                 |
| 15 | Adam22               | 3.475                  | 2.505                |
| 16 | Steap1               | 3.465                  | 2.295                |
| 17 | Gm38403              | 3.44                   | 2.98                 |
| 18 | Ero1l                | 3.4                    | 2.413333333          |
| 19 | Ptgs2                | 3.365                  | 1.9                  |
| 20 | Dppa2                | 3.35                   | 1.445                |
| 21 | Ptx3                 | 3.34                   | 1.65                 |
| 22 | Angptl6              | 3.31                   | 2.74                 |
| 23 | Slc6a15              | 3.26                   | 2.49                 |
| 24 | Hbegf                | 3.24                   | 1.12                 |
| 25 | 5430416N02R          | 3.23                   | 1.67                 |
| 26 | Rnd1                 | 3.23                   | 1.36                 |
| 27 | Aldh1a1              | 3.22                   | 2                    |
| 28 | Rab39b               | 3.21                   | 1.805                |
| 29 | Tmem182              | 3.21                   | 2.31                 |
| 30 | Atf3                 | 3.16                   | 1.65                 |
| 31 | Tmem45a              | 3.14                   | 2.86                 |
| 32 | Serpinb9g            | 3.12                   | 3.14                 |
| 33 | Psph                 | 3.1                    | 1.97                 |
| 34 | <b>cMyc</b>          | <b>2.96</b>            | <b>1.91</b>          |
| 35 | Anxa3                | 2.96                   | 1.86                 |
| 36 | Chka                 | 2.94                   | 1.86                 |
| 37 | Plagl1               | 2.93                   | 0.783333333          |
| 38 | Gm13152              | 2.86                   | 1.94                 |
| 39 | Serpinb9b            | 2.81                   | 1.245                |
| 40 | Cyb5r1               | 2.77                   | 1.98                 |
| 41 | Chac1                | 2.74                   | 1.35                 |
| 42 | Tenm4                | 2.736666667            | 1.453333333          |
| 43 | Gja1                 | 2.701666667            | 1.771666667          |
| 44 | Edn1                 | 2.68                   | 0.99                 |
| 45 | Slc7a5               | 2.66                   | 1.88                 |
| 46 | Pkia                 | 2.615                  | 1.205                |
| 47 | Rras2                | 2.58                   | 1.21                 |
| 48 | Snhg1                | 2.57                   | 1.6                  |

|     |                                                                                                            |             |             |
|-----|------------------------------------------------------------------------------------------------------------|-------------|-------------|
| 418 | 4930432K21R                                                                                                | 1.18        | 0.67        |
| 419 | Abcc1                                                                                                      | 1.18        | 1.245       |
| 420 | Cdca5                                                                                                      | 1.18        | 0.74        |
| 421 | Prmt5                                                                                                      | 1.18        | 0.73        |
| 422 | Pycr1                                                                                                      | 1.18        | 1.14        |
| 423 | Dck                                                                                                        | 1.173333333 | 0.87        |
| 424 | Angptl7                                                                                                    | 1.17        | 0.75        |
| 425 | Gm10439;<br>Gm15080;<br>Gm15085;<br>Gm15093;<br>Gm15107;<br>Gm15109;<br>Gm15114;<br>Gm15128;<br>Luzp4; Ott | 1.17        | 0.85        |
| 426 | Mars                                                                                                       | 1.17        | 0.79        |
| 427 | Smad7                                                                                                      | 1.165       | 0.7         |
| 428 | Psip1                                                                                                      | 1.165       | 0.825       |
| 429 | Efnb2                                                                                                      | 1.155       | 0.7875      |
| 430 | Tpx2                                                                                                       | 1.15        | 0.705       |
| 431 | Gm10362;<br>Rpl17                                                                                          | 1.15        | 0.94        |
| 432 | Pim1                                                                                                       | 1.15        | 0.66        |
| 433 | Rrp9                                                                                                       | 1.15        | 0.78        |
| 434 | Akr1b7                                                                                                     | 1.15        | 0.67        |
| 435 | Wdr75                                                                                                      | 1.145       | 0.68        |
| 436 | Gclc                                                                                                       | 1.145       | 1.25        |
| 437 | Wdr36                                                                                                      | 1.145       | 0.855       |
| 438 | Rcl1                                                                                                       | 1.14        | 0.74        |
| 439 | Eprs                                                                                                       | 1.1375      | 1.075       |
| 440 | Yars2                                                                                                      | 1.135       | 0.71        |
| 441 | Phyhd1                                                                                                     | 1.13        | 1.34        |
| 442 | Mir17hg                                                                                                    | 1.13        | 0.66        |
| 443 | Slc30a4                                                                                                    | 1.13        | 0.9         |
| 444 | Ccnf                                                                                                       | 1.12        | 0.785       |
| 445 | Rassf5                                                                                                     | 1.11        | 1.2         |
| 446 | Gtpbp2                                                                                                     | 1.11        | 0.7         |
| 447 | Polr3g                                                                                                     | 1.11        | 0.98        |
| 448 | Zfp317                                                                                                     | 1.11        | 0.95        |
| 449 | Acyp2                                                                                                      | 1.11        | 0.83        |
| 450 | Hist1h2ao;<br>Hist1h2ap                                                                                    | 1.11        | 0.66        |
| 451 | Vldlr                                                                                                      | 1.105       | 1.145       |
| 452 | Dpysl3                                                                                                     | 1.103333333 | 0.936666667 |
| 453 | Msh6                                                                                                       | 1.1         | 0.74        |
| 454 | Dctpp1                                                                                                     | 1.1         | 0.75        |
| 455 | Snord22                                                                                                    | 1.1         | 0.73        |
| 456 | Pdcd2                                                                                                      | 1.1         | 0.65        |
| 457 | Slc19a2                                                                                                    | 1.1         | 0.93        |
| 458 | Zfp850                                                                                                     | 1.1         | 1.08        |
| 459 | Fbl;<br>LOC1026432                                                                                         | 1.095       | 0.825       |
| 460 | Adh7                                                                                                       | 1.09        | 1.015       |

|     |                      |             |             |
|-----|----------------------|-------------|-------------|
| 461 | Akr1b3               | 1.09        | 1.13        |
| 462 | Eed                  | 1.09        | 0.67        |
| 463 | Hat1                 | 1.09        | 0.71        |
| 464 | Selenbp1             | 1.085       | 1.145       |
| 465 | Gfer                 | 1.085       | 0.66        |
| 466 | PalD1                | 1.08        | 0.8         |
| 467 | Raet1a;b,c,d,e       | 1.08        | 1.22        |
| 468 | Nav3                 | 1.075       | 0.7         |
| 469 | Slc39a10             | 1.075       | 0.74        |
| 470 | Dnajc2               | 1.07        | 0.695       |
| 471 | Negr1                | 1.07        | 1.2         |
| 472 | Eif3d                | 1.07        | 0.85        |
| 473 | LOC102641332; Ran    | 1.066       | 0.682       |
| 474 | Fbxo17               | 1.06        | 0.8         |
| 475 | Cdc25b               | 1.06        | 0.75        |
| 476 | Snhg6                | 1.06        | 0.95        |
| 477 | C1qbp                | 1.055       | 0.705       |
| 478 | Zfp7                 | 1.05        | 0.79        |
| 479 | Arl14ep              | 1.046666667 | 0.853333333 |
| 480 | P4ha2                | 1.04        | 0.83        |
| 481 | Cyp4b1               | 1.04        | 1.52        |
| 482 | B230311B06 Rik       | 1.04        | 0.68        |
| 483 | Plk1                 | 1.03        | 0.9         |
| 484 | Ccdc107              | 1.03        | 0.67        |
| 485 | Kif18b               | 1.03        | 0.67        |
| 486 | 4933413G19Rik; Foxm1 | 1.03        | 0.75        |
| 487 | Mcu                  | 1.025       | 0.74        |
| 488 | Siah2                | 1.02        | 0.66        |
| 489 | Avp1l                | 1.02        | 1           |
| 490 | Dars                 | 1.02        | 0.7         |
| 491 | Cox6a2               | 1.015       | 1.025       |
| 492 | Egln3                | 1.015       | 1.015       |
| 493 | Pfklp                | 1.013333333 | 1.153333333 |
| 494 | Pvrl3                | 1.013333333 | 0.74        |
| 495 | Cd274                | 1.01        | 0.66        |
| 496 | Ska3                 | 1.01        | 0.72        |
| 497 | Hmgal; Hmgal-rs1     | 1.01        | 0.83        |
| 498 | Inafm2               | 1.01        | 0.68        |
| 499 | Ipo7                 | 1.01        | 1.04        |
| 500 | Pcgf5                | 1.01        | 0.73        |
| 501 | Tmem209              | 1.01        | 0.78        |
| 502 | Pla2g16              | 1           | 0.965       |

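Supplemental Table 4 lists, for each gene common to both sets, the log2 difference of mtYAP and of YAP from control. Mycn, which encodes N-MYC, stands among them with a mean log2 difference of 1.99 in mtYAP and 2.20 in YAP over 3 probe sets that differ widely. The first went from 6.22 in control to 12.51 in mtYAP and 13.07 in YAP, differences of 6.29 (78.2-fold) and 6.85 (115-fold). These rank 2 and 1 among the upward differences of all 45037 probe sets. The second stayed at 3.19, 3.17 and 3.13, with differences of −0.02 and −0.06, and the third, at 4.48 in control, differed by −0.30 and −0.20. The value of Mycn in the gene sets therefore rests on 1 of its 3 probe sets, whereas Myc is read by a single probe set.

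**Figure D3:**
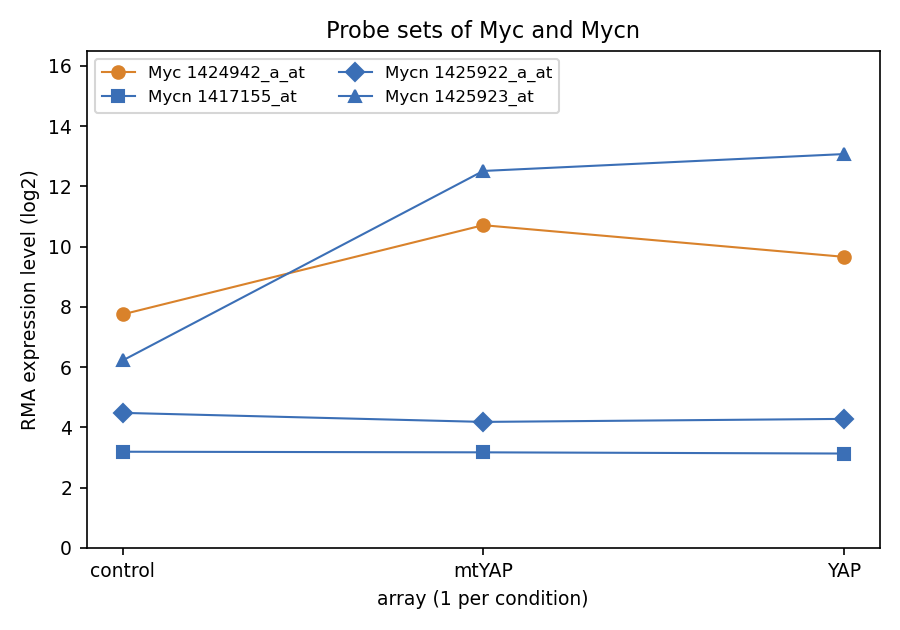
Expression level (log2, vertical axis) of the probe set of Myc (orange) and of the 3 probe sets of Mycn (blue) on the control, mtYAP and YAP arrays, 1 array per condition, with lines joining the values of each probe set. Myc goes from 7.75 to 10.71 and 9.66, and only 1 of the 3 Mycn probe sets lies above its control level in mtYAP and YAP.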

Data about *cMyc* and *N-myc* gene expression were marked with pink and green, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

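Gene expression was measured once in each of 3 conditions, control NIH3T3 cells and NIH3T3 cells overexpressing mtYAP or wild-type YAP, on Affymetrix GeneChip mouse genome arrays hybridized with biotin-labelled cRNA. The deposited values are log2 expression levels per probe set that the authors made by background subtraction and normalization with the robust multiarray analysis (RMA) method in R. The submitters' processing notes name RMA and affy, and the versions are not given in the sources used here, nor is it stated whether other arrays were normalized together with these. The values are rounded to 2 decimals. The medians of the arrays were 4.60 in control, 4.57 in mtYAP and 4.56 in YAP, and the correlation over probe sets was 0.969 between control and mtYAP, 0.986 between control and YAP and 0.988 between mtYAP and YAP. The number of arrays, 1 per condition, limits the precision, and no spread between replicates can be given.

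Probe sets were named by the platform annotation. Of 45037 probe sets, 34945 have 1 gene symbol, 932 several and 9160 none, and only the first kind was used. Entrez identifiers were looked up in the RefSeq gene table of GRCm38.p6, which was used for names and for which genes neighbour each other. Of them 18032 were found and 162 were not, and no symbol changed. The 18193 genes include 9183 with 1 probe set and 9010 with several, whose levels were averaged. The probe sets of 1002 genes differed from each other by more than 1 in the mtYAP comparison, and 119 genes had a probe set above 1 and another below 0. At least 1 array reached a level of 6 for 7129 genes, and 11064 genes stayed under it in all 3 arrays. Where genes are limited by level, the level has to be reached on at least 1 array, not on all. The control probe sets of the array maker, planned for a check of RNA quality and scaling, are not among the values analysed here, so that check was not made.

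Genes were counted above a log2 difference of 1 and below −1 for mtYAP and YAP, and above 0.65 for YAP, the limit printed in Fig. 6b. No test was run, since there is 1 array per condition. For 33 gene lists and 14 Reactome pathways, members above 1 and below −1 were counted, and the median was placed among 10000 random lists of the same size drawn from genes in the same of 20 bins of mean level. The S phase and G2/M phase lists are those of the Seurat package in mouse spelling, and the others were written from general knowledge. The sample mapping, limits, lists and most alternatives were fixed before the data were examined, but after Supplemental Table 4 had been read. The genes named in the text are those the paper names, of which 25 of 30 were measured and 5 are not analysed here, the 10 genes with the largest difference in each direction in mtYAP and the 5 in YAP among genes with a level of at least 6 whose probe sets move the same way, and up to 4 members of each list with the largest difference in mtYAP. Members named only to account for a count of 5 or fewer were chosen after their values were seen.

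The control array is shared by both comparisons. To describe what sharing alone gives, 200 sets of arrays without any change were simulated, with the noise of each gene drawn from the differences between mtYAP and YAP at similar levels. The counting was tested on simulated data with 50 genes planted at each of the log2 changes of 3, 1.5, −1.5 and −3 among 18193 genes in the mtYAP comparison. With noise drawn as above, it called 50, 46, 47 and 50 of them and also 335 (1.86%) of the 17993 unchanged genes. With a small noise of 0.1 (SD on the log2 scale) it called all planted genes and no other, which tests the arithmetic and not the noise of these arrays. Alternatives were the probe set with the highest mean level, any probe set passing, probe sets counted singly, no probe sets of the _s, _x or _a kind, probe sets of several genes kept, a level of at least 6, removal of the median difference, removal of a loess of the difference on the level with a span of 0.3, a limit of 1.65-fold for YAP, as many top genes for YAP as in the mtYAP set and, added later, each Mycn probe set alone and a level of at least 8. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used.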

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

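In this part the limit that picked out gene lists, the choice of the Mycn probe set, and the tests of Mycn, of the ATF4-linked genes, of independent deviations of the arrays and of whether mtYAP moves the same genes further were chosen only after the results were seen. The gene lists given here lay apart from random lists of the same size in mtYAP, the related Reactome sets beside them in part, and the other results apart from control. They concern lower genes, gene lists or single probe sets for which the paper reports no value in its text.

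More genes differed from control in mtYAP than in YAP, downward as well as upward, with 740 genes below a log2 difference of −1 in mtYAP and 229 in YAP. Noise of genes dim on all 3 arrays is argued against. Among genes with a level of at least 8 there were still 2.55 times as many genes above 1 in mtYAP as in YAP. A gene bright on 1 array and dim on another can stay in this set, so noise of such genes is not excluded. A difference between arrays that depends on the level is argued against too, since the ratio was 2.90 after a loess on the level was removed. Deviations of the single arrays that are independent of each other, the control included, are argued against, since they allow no covariance above 0 between the difference of mtYAP from YAP and that of YAP from control, and it was 0.0366 over genes, 0.163 at a level of at least 8 and at lowest 0.0298, for probe sets counted singly. That mtYAP moves the same genes as YAP and further, for which 98.0% of the 548 genes with a level of at least 8 and beyond 1 in mtYAP had the same sign in YAP, where unchanged arrays sharing a control gave 109.1 such genes and 86.3% of the same sign, cannot be told apart from a technical difference graded over the 3 arrays in the same genes, with 1 array each. RNA quality, cell density at harvest, and infection and puromycin selection, which the control cells did not undergo by their label, stay open and were not tested.

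A single Mycn probe set stood 6.29 above control in mtYAP. Among the upward differences of all probe sets it ranked 2 in mtYAP and 1 in YAP. More of an mRNA that all 3 Mycn probe sets read would raise the other 2, which reached at most −0.02 in either array. These values had been seen before they were set as a test, so they restate the pattern. Both probe sets lay near the background, at 3.19 and 4.48 in control, and whether they can read such an mRNA was not tested. RNA of the retroviral vector, or of another sequence that both transduced lines carry, read by this probe set, cannot be told apart from a Mycn transcript that only this probe set reads: its difference in YAP was 1.09 times that in mtYAP, which had been seen before it was set as a test and so decides nothing. The vector explanation needs a control array of cells without the vector, as its label says. The sequences of the probes and of the vector were not used here.

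The 21 genes of the ATF4-linked stress response had a median of 1.56 in mtYAP and 1.145 in YAP, above all random lists, with 13 and 11 genes above 1. Ppp1r15a, which directs a phosphatase to eIF2 alpha, stood at 3.88 in mtYAP and 2.30 in YAP and Atf3, a stress-induced transcription factor, at 3.16 and 1.65. Stress of the endoplasmic reticulum that raises its chaperones and its degradation genes as a set is argued against as their cause. The list of these 17 genes had a median of −0.28 in mtYAP and −0.205 in YAP, with Calr, calreticulin, at −0.91 in mtYAP. Some members went the other way, such as Sel1l, Hyou1 and the highest, Hspa5, the chaperone BiP, at 0.75 in mtYAP. A stress that does not raise most of these genes was not tested. Whether the share of dividing cells alone sets the ATF4-linked genes cannot be told apart from a separate response. Their ratio of the YAP to the mtYAP median exceeded that of the S phase list by 0.38 and that of the G2/M list by 0.13. Among genes with a level of at least 6 it did so by only 0.13 and 0.04. The level of nutrients at harvest, which differs between dense and sparse cultures, was not tested.

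Collagens and matrix proteins had a median of −0.70 in mtYAP and −0.36 in YAP, below all random lists, with 12 and 6 of 33 genes below −1 and Thbs2, thrombospondin 2, at −3.77 and −0.94, and of the wider Reactome sets, extracellular matrix organization (235 genes) had medians of −0.05 in mtYAP and −0.03 in YAP, with 4 and 919 of 10000 random lists lower, and collagen formation (64 genes) of −0.02 and −0.065, with 1613 and 533 lower. Growth arrest and FOXO-linked genes had a median of −0.51 in mtYAP, lower than all but 1 of 10000 random lists, and −0.21 in YAP, with Pik3ip1, an inhibitor of PI3K, at −2.235 and −0.845, Sesn3, a sestrin, at −1.97 and −1.64 and Ccng2, cyclin G2, at −1.735 and −0.565. Cholesterol synthesis genes had a median of −0.59 in mtYAP and −0.19 in YAP, with Dhcr7, which makes cholesterol in the last step, at −1.91 and −0.76 and Mvd at −1.745 and −0.50, and the Reactome set (21 genes) had −0.59 and −0.125. Interferon-stimulated genes had a median of −0.41 in mtYAP and −0.22 in YAP, with Gbp2, Ifit1, Ifit3, Xaf1 and Stat2 below −1 in mtYAP at −2.615, −1.67, −1.48, −1.355 (−1.94 in the probe set of Xaf1 with the highest mean level) and −1.05, while Reactome's interferon alpha and beta set (19 genes) had −0.03 and −0.05, with 2598 and 2645 of 10000 random lists lower. Target genes of p53 had a median of 0.43 in mtYAP and 0.36 in YAP, with Eda2r at 1.79 and 1.47. Pmaip1 stood at 1.03 and 0.05 but lay below a level of 6 on every array, near the background. In the other direction, Sesn1 stood at −0.99 and −0.21.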

How the results depend on the processing

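Counts at a level of at least 8, a level first set for the test of dim probe sets, and each Mycn probe set alone were chosen only after the main results were seen. Of 100 alternative values of the main counts, list medians, Myc differences and relations between mtYAP and YAP, 84 stayed within 1.5 times the reported value, or 0.585 on the log2 scale. The other 16 are all counts of genes, at the limits of 1 and −1, at the lowered limit and in both sets. The counts above 1 and below −1 in mtYAP and then in YAP were 1092, 1148, 437 and 375 when any probe set could pass. They were 1763, 2086, 657 and 691 for probe sets counted singly, and 278, 270, 109 and 67 at a level of at least 8. At the lowered limit and for genes in both sets, they were 1275 and 757 when any probe set could pass and 1929 and 1168 for probe sets counted singly. By construction, these settings count more features or fewer genes. The Mycn difference reversed when 1 of its other 2 probe sets was taken alone, to −0.02 in mtYAP and −0.06 in YAP in the first of these and to −0.30 and −0.20 in the second, and the cause was not tested. Myc stayed between 2.93 and 2.96 in mtYAP and between 1.87 and 1.92 in YAP, the S phase median between 0.77 and 1.17 and between 0.30 and 0.50, the G2/M median between 0.895 and 1.30 and between 0.51 and 0.79, and the correlation between 0.785 and 0.863. Of 318 alternative list medians, 317 stayed within this range, and of 1521 for single genes 1493 did, 24 moved further and 4 reversed. The range of 0.585 is wider than many list medians are from 0, so staying within it says little for those lists. A setting that left a gene without a probe set or under the level gave no value. No paired analysis was possible because each condition has 1 array, and for the same reason no replicate could be left out in turn. Genes under a level of 6 in all 3 arrays lie near the background, where a difference is compressed. Among the genes named, these include Cdc6, Wwc1, Pmaip1, Ifit1, Xaf1, Slc7a11, Pfkp, Dppa4, Fabp4 and Ctss.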

Differences from the paper's values

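No test in this part was chosen after the results were seen. The paper's counts are 786 genes above 2-fold in mtYAP, 280 in YAP, 786 in YAP at the lowered limit and 502 in common, beside 688, 248, 691 and 444 here, and none of these pairs differs by more than 1.5 times. With any probe set of a gene allowed to pass, the mtYAP count stays within that range and the other 3 do not, and with probe sets counted singly none does. The paper's text and the caption of Fig. 6b give the lowered limit as 1.65-fold, and Fig. 6b prints 0.65 on the log2 axis. Supplemental Table 4 holds YAP values below 0.7225, the log2 of 1.65-fold, such as 0.65 for Pdcd2 and 0.66 for Pim1. Its entries were therefore not chosen at 1.65-fold. Here 536 genes passed 1.65-fold, of which 384 were in common with mtYAP. Of the 502 entries of Supplemental Table 4, 437 could be matched to a gene here, and 382 of these have both values within 0.01 of those here. Of the matched genes, 414 are in both sets here and 23 are not, and 30 genes in both sets here are not among the matched entries. Of the genes chosen by the naming rule, 57 stand in the table, and 53 of these have equal values within this tolerance.

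Serpinb9b in YAP has the paper's value of 1.245 and a value of 3.61 here, and the values differ under every alternative set before the data were examined that gives one, between 3.58 and 3.62. Its value in mtYAP is equal. Cks2, a subunit of cyclin-dependent kinases, has the paper's value of 0.84 in YAP and 1.295 here, while its value in mtYAP is equal. The YAP value differs under each of these alternatives. The paper's 0.84 equals the YAP value here of Ckap2, which stands before Cks2 in alphabetical order. Likewise, the paper's YAP values of Clcn3 (1.295), Chac1 (1.35), Cep55 (0.795) and Cenpi (1.115) equal those here of Cks2, Cep55, Cenpw and Cenpe. The mtYAP values of these genes are equal to the paper's. Cdca7 has the paper's values of 2.20 in mtYAP and 1.27 in YAP and 1.89 and 1.015 here. In mtYAP the value is the paper's when the probe set with the highest mean level is taken, while without probe sets of the _s, _x or _a kind, at a level of at least 6, and with the median or the loess removed it differs, and in YAP it differs under all of these, with 1.29 as the closest. Odc1 has the paper's values of 2.395 in mtYAP and 1.24 in YAP and 2.45 and 1.32 here, and both differ under every alternative that gives a value.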

Other observations

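The Serpinb genes were chosen only after their values were seen, in a scan of neighbouring genes that showed no clear excess over permutations. No test of an explanation is reported in this part. Some mesenchymal markers stood below control. Of 11 mesenchymal markers, S100a4, Twist2, Zeb1 and Cdh11 lay below −1 in mtYAP, at −1.68, −1.58, −1.23 and −1.045, and Twist2, a transcription factor of mesenchyme, also in YAP at −1.12, with list medians of −0.45 and −0.13. The 4 probe sets of Zeb1 ran from −2.60 to 0.19 in mtYAP, so its mean joins probe sets that disagree in direction. Of 14 epithelial markers none lay beyond 1, with medians of 0.11 and −0.01. Cdh1, which encodes E-cadherin, was near the background at 1.84 in control and differed by 0.46 in mtYAP and 0.27 in YAP, and Cdh2, which encodes N-cadherin, differed by −0.255 and 0.24. Reactome's smooth muscle contraction (22 genes) had medians of −0.335 and −0.28. Of 24 AP-1, immediate early and ERK feedback genes, Fos stood at −1.18 in mtYAP and −1.09 in YAP and Egr2 at −1.22 and −0.68, while Ereg, a ligand of the EGF receptor, stood at 2.04 and 0.80 and Dusp4, a phosphatase of ERK, at 1.89 and 1.21, and the medians were 0.26 and −0.08. Jun, the partner of Fos in AP-1, differed by −0.345 and −0.24.

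The medians of some groups stood further from control in YAP than in mtYAP. Glycolysis and hypoxia genes (20 measured) had medians of 0.35 in mtYAP and 0.53 in YAP, with Ndrg1 at 1.57 and 0.94, Hk2, hexokinase 2, at 1.16 and 0.39, Egln3 at 1.015 in both and Pfkp, a phosphofructokinase, at 1.01 and 1.15 (1.74 in both in its probe set with the highest mean level). Reactome's glycolysis (23 genes) had 0.27 and 0.19 and its respiratory electron transport (62 genes) −0.06 and −0.05. NRF2-linked antioxidant genes (13) had medians of 0.12 and 0.47, with Slc7a11, the cystine transporter, at 1.93 and 1.51, Abcc1 at 1.18 and 1.245 and Gclc, of glutathione synthesis, at 1.145 and 1.25, while Pgd, of the pentose phosphate pathway, stood at −1.025 and 0.30. Pfkp and Slc7a11 lay below a level of 6 on every array, so their differences are uncertain. Genes of the Serpinb family lie in 2 groups of neighbours. In the first, 7 of 11 measured genes lay above 1 in YAP and 5 in mtYAP, and 8 were higher in YAP than in mtYAP, with Serpinb9g at 3.14 in YAP and 3.12 in mtYAP, Serpinb1a at 2.73 and 1.80 and Serpinb6a at 1.15 and 0.26. In the second group none of 7 lay above 1 in either, 2 were higher in YAP than in mtYAP, and Serpinb8 stood at −2.215 in mtYAP and −0.855 in YAP. All 7 lay below a level of 6 on every array, near the background, so the contrast between the groups cannot be judged. Some of the 8 in the first group, such as Serpinb9c and Serpinb9g, also stayed below 6, so their order is uncertain. Probes of such similar genes can read each other's RNA. The paper's value for Serpinb9b in YAP, 1.245, is the difference of its neighbour Serpinb9 in YAP here. Unrelated genes that follow each other in alphabetical order show the same kind of match, such as Cks2 with Ckap2. The Serpinb9b match is therefore no evidence that probes read each other's RNA.

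Few markers of other cell types lay beyond 1. Of those named, Dppa4, Fabp4 and Ctss lay below a level of 6 on every array, so their differences are uncertain. Of 14 pluripotent stem cell markers, Dppa2 stood at 3.35 in mtYAP and 1.445 in YAP and Dppa4 at 1.47 and 0.93. Klf4 also lay above 1 in both, and the list medians were 0.17 and 0.165, above 97.73% and 99.63% of random lists. Of 10 adipocyte markers, Fabp4 stood at 1.685 and 1.395 (0.65 and 0.47 without probe sets of the _s, _x or _a kind, 2.61 and 2.20 in the probe set with the highest mean level), and Lpl, named because of this count, at −1.31 in YAP, with medians of 0.15 and −0.19, above 91.23% and 1.89%. Of 12 macrophage markers, Ctss, a cathepsin that fibroblasts can also express, stood at −1.06 in mtYAP, with medians of 0.05 and 0.06, above 55.14% and 88.39%. Endothelial markers (6) had medians of 0.20 and −0.135, above 95.46% and 12.29%, and skeletal muscle markers (8) of −0.04 and −0.13, above 23.15% and 12.32%, with no member beyond 1.

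Other genes that the paper names for other experiments were measured on these arrays. Nf2, whose product activates the Hippo pathway, differed from control by 0.70 in mtYAP and 0.18 in YAP, Lats1 by 0.105 and −0.06 and Lats2 by 0.465 and 0.215. Tead1 differed by 0.015 and −0.04, Tead2 by −0.80 and 0.03, Tead3 by −0.30 and −0.08 and Tead4 by 0.375 and 0.07. Akt1 differed by 0.22 and 0.03 and Akt2 by 0.07 in both, Foxo1 by −0.51 and −0.19 and Foxo3 by −0.54 and −0.44. Cdkn2a and Cdkn2b, which the paper describes as lost from NIH3T3 cells, had control levels of 2.83 and 3.68, near the background.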
